# Loss of Nat4 and its associated histone H4 N‐terminal acetylation mediates calorie restriction‐induced longevity

**DOI:** 10.15252/embr.201642540

**Published:** 2016-10-31

**Authors:** Diego Molina‐Serrano, Vassia Schiza, Christis Demosthenous, Emmanouil Stavrou, Jan Oppelt, Dimitris Kyriakou, Wei Liu, Gertrude Zisser, Helmut Bergler, Weiwei Dang, Antonis Kirmizis

**Keywords:** calorie restriction, histone N‐terminal acetylation, lifespan, Nat4, Pnc1, Ageing, Chromatin, Epigenetics, Genomics & Functional Genomics, Metabolism

## Abstract

Changes in histone modifications are an attractive model through which environmental signals, such as diet, could be integrated in the cell for regulating its lifespan. However, evidence linking dietary interventions with specific alterations in histone modifications that subsequently affect lifespan remains elusive. We show here that deletion of histone N‐alpha‐terminal acetyltransferase Nat4 and loss of its associated H4 N‐terminal acetylation (N‐acH4) extend yeast replicative lifespan. Notably, *nat4Δ*‐induced longevity is epistatic to the effects of calorie restriction (CR). Consistent with this, (i) Nat4 expression is downregulated and the levels of N‐acH4 within chromatin are reduced upon CR, (ii) constitutive expression of Nat4 and maintenance of N‐acH4 levels reduces the extension of lifespan mediated by CR, and (iii) transcriptome analysis indicates that *nat4Δ* largely mimics the effects of CR, especially in the induction of stress‐response genes. We further show that nicotinamidase Pnc1, which is typically upregulated under CR, is required for *nat4Δ*‐mediated longevity. Collectively, these findings establish histone N‐acH4 as a regulator of cellular lifespan that links CR to increased stress resistance and longevity.

## Introduction

The eukaryotic genome is packaged into chromatin, a macromolecular structure consisting of nucleosomes as the basic repeating unit. The nucleosomes themselves contain 147 bp of DNA wrapped around an octamer of histone proteins. Histones undergo several post‐translational modifications that can induce changes in chromatin structure and thus regulate DNA‐based processes like transcription 1. In recent years, several studies in various organisms have demonstrated that changes in the abundance or distribution of post‐translational modifications can alter chromatin structure during aging 2, 3, 4, 5, 6, 7, 8, 9, 10. Therefore, alterations in histone modifications contribute to the transcriptional changes that are associated with aging 6, 7, 11, 12, 13, 14. Considering that these epigenetic marks respond to environmental stimuli 15, histone modifications could act as an interface through which extracellular signals, like dietary manipulations or stress, may impact on lifespan.

Calorie restriction (CR) is the most conserved and well‐studied extracellular intervention that prolongs lifespan 16, 17. The budding yeast *Saccharomyces cerevisiae* has been a valuable aging model for elucidating conserved effects of CR 18, 19, mainly through a regimen that reduces glucose concentration in growth media from 2 to 0.5% or lower 20. Extensive studies in yeast that have used glucose limitation implicated multiple pathways in CR‐mediated longevity. It was shown that CR suppresses rDNA instability and the formation of extra‐chromosomal rDNA circles (ERCs) 21, 22, 23, 24, 25 as a result of increased Sir2 activity 26, 27, 28. The function of Sir2 is stimulated in CR because of increased NAD+/NADH ratio 29 or through induction of nicotinamidase Pnc1, an important regulator of CR‐mediated longevity that prevents the accumulation of intracellular nicotinamide (an inhibitor of Sir2) during times of stress 30, 31. Moreover, CR prolongs lifespan by repressing ribosome biogenesis and protein translation through downregulation of TOR signaling 32, 33, 34. Finally, CR elicits lifespan extension by enhancing resistance to oxidative stress 35 and by inducing genotoxic stress response through inhibition of ATP‐dependent chromatin remodeling 36. Although CR‐mediated pathways involve chromatin‐based processes 37, there are no established links between CR and specific changes in histone modifications that subsequently affect longevity 38.

Nat4 (also known as NatD, Naa40, and Patt1) belongs to the family of N‐terminal acetyltransferases (NATs), which catalyze the addition of an acetyl group to the primary alpha‐amino group at the very N‐terminal residue of a protein 39. Protein N‐terminal acetylation is one of the most abundant and conserved protein modifications, occurring in over 60% of eukaryotic proteins 40. However, Nat4 is unique among other NAT enzymes because of its high substrate selectivity. So far, it is known to acetylate only the N‐termini of histones H4 and H2A 39, 41, 42. A handful of other proteins have been suggested to be targets of Nat4 43, 44, but whether this is correct still remains to be determined. The enzymatic activity of Nat4 toward H4 and H2A is conserved from yeast to human 41, 45 and has been linked to transcriptional regulation 46, 47. More specifically, it was demonstrated that N‐acH4 in yeast antagonizes the adjacent histone modification H4R3me2a to control ribosomal RNA expression. Importantly, the cross talk between N‐acH4 and H4R3me2a responds to CR, suggesting that Nat4 and N‐acH4 could act as a sensor for cell growth 46. Consistent with that, studies in mice show that Naa40 controls lipid metabolism and fat mass 48 and studies in human cancer cells unveiled the role of this enzyme in apoptosis 47, 49.

The previous evidence, which links N‐acH4 to the rDNA locus and shows that its function responds to CR 46, has led us to hypothesize that H4 N‐terminal acetylation and its associated enzyme are part of a mechanism that regulates lifespan. Accordingly, in this report, we demonstrate that Nat4 deletion (*nat4Δ*) and loss of N‐acH4 extend yeast replicative lifespan through a pathway that mimics CR‐mediated longevity. Consistently, we find that CR suppresses Nat4 expression resulting in reduced nucleosomal deposition of N‐acH4 and constitutive expression of Nat4 limits the longevity effect of CR. Furthermore, we show that this pathway leading to extended lifespan involves the induction of specific stress‐response genes and requires expression of nicotinamidase Pnc1. Overall, we present a model in which histone H4 N‐terminal acetylation by Nat4 links CR to the induction of stress‐response genes and longevity.

## Results

### Nat4 deletion extends lifespan through a CR‐mediated pathway

We have previously shown that CR correlates with a reduction in the levels of H4 N‐terminal acetylation (N‐acH4) on *RDN25* 46. To further explore whether this reduction is Nat4‐dependent, we examined the expression levels of Nat4 during CR. In order to perform this analysis, we diminished the levels of glucose from 2% (no calorie restriction, NCR) to 0.1% (calorie restriction, CR) and harvested cells before glucose exhaustion and entry into stationary phase (Fig EV1A). We found that CR reduces significantly the expression of *NAT4* (Fig 1A). Accordingly, ChIP assays using an antibody against N‐acH4 that was previously developed and characterized 46, 47 show that in WT cells, the levels of N‐acH4 on chromatin are strongly and significantly reduced across the rDNA region upon CR (Fig 1B, compare blue bars between NCR and CR). Notably, statistical analysis of *NAT4* expression using unpaired two‐tailed Student's *t*‐test showed that CR does not diminish further the levels of N‐acH4 in cells already lacking Nat4 (*nat4Δ*), indicating that CR controls this histone modification primarily through Nat4 (Fig 1B, compare red bars between NCR and CR). Importantly, *NAT4* expression is not significantly downregulated by CR when its transcription is constitutively driven by the CR‐insensitive promoter *STE5*, confirming that endogenous *NAT4* is regulated by glucose deprivation (Fig 1A, see *Pste5‐NAT4*). In line with this, constitutive expression of *NAT4* in the *Pste5‐NAT4* strain maintains significantly higher N‐acH4 levels at most rDNA loci when subjected to CR in comparison with WT cells (Fig 1B, compare green and blue bars in NCR and green versus blue bars in CR). Altogether, these results indicate that glucose limitation diminishes the levels of Nat4 and as a result reduces nucleosomal deposition of N‐acH4.

**Figure EV1:**
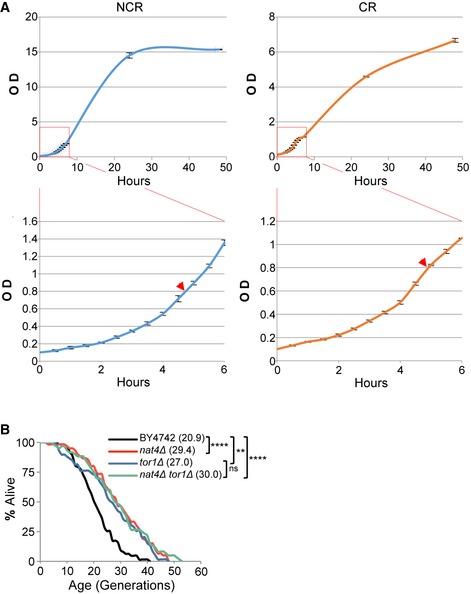
*nat4∆‐*induced longevity is epistatic to *TOR1* deletion Growth curves of the BY4741 strain cultured at 30°C in rich YPD medium containing 2% (left) or 0.1% (right) glucose. Cells were harvested for downstream applications at O.D. 0.8 (indicated by an arrowhead in the bottom panels) prior to glucose exhaustion and entry to stationary phase.Replicative lifespan (RLS) for BY4742 wild‐type, *nat4∆*,* tor1∆,* and double‐mutant strains. Values in parentheses indicate mean lifespan. Statistical significance was determined by one‐way ANOVA test: **P ≤ 0.01; ****P ≤ 0.0001; ns = non‐significant.

**Figure 1:**
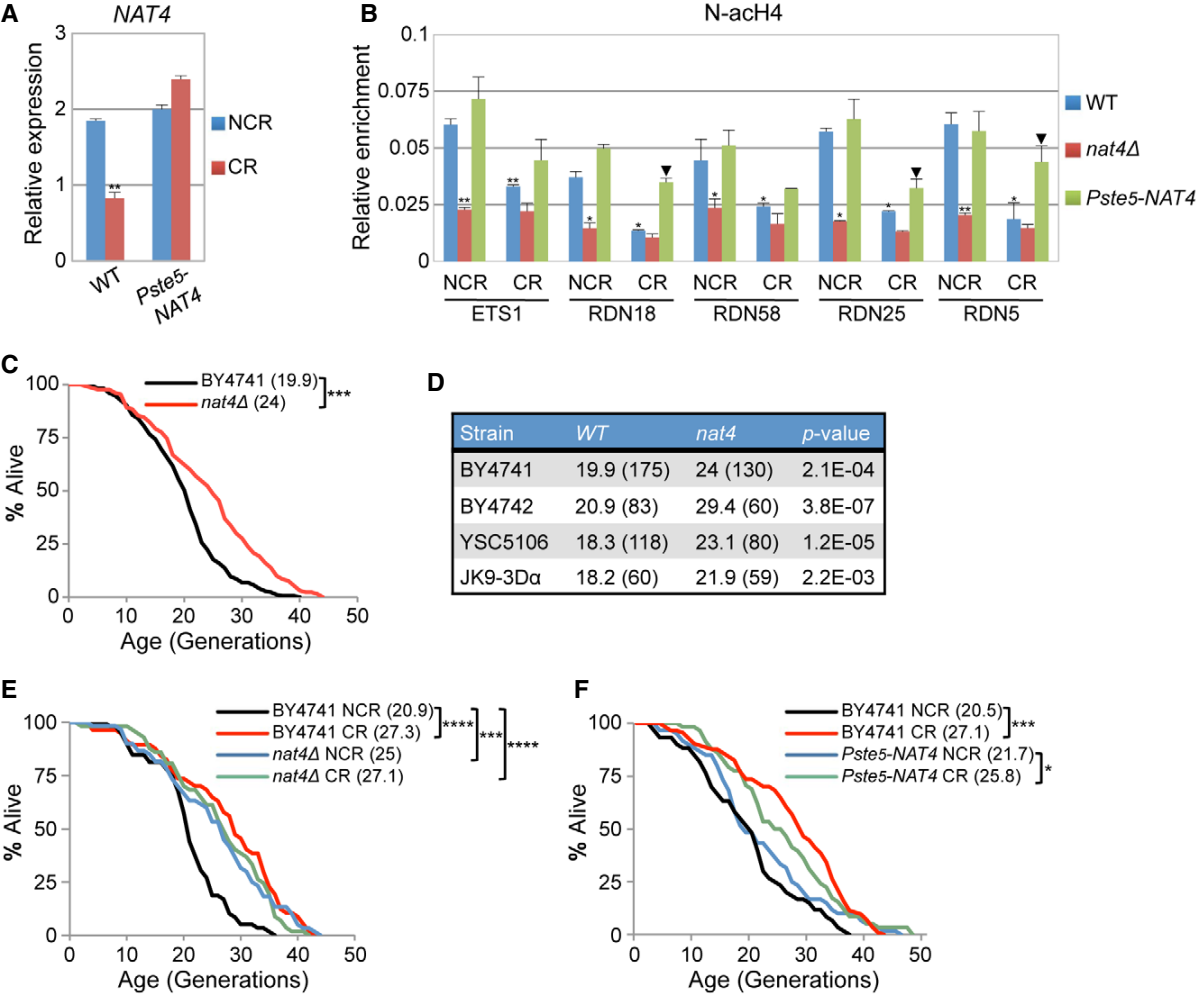
*NAT4* deletion extends lifespan through a calorie restriction‐mediated pathway Expression levels of *NAT4* analyzed by qRT–PCR using total RNA extracted from a wild‐type (BY4741) and *Pste5‐NAT4* strain grown in 2% (NCR), or 0.1% glucose (CR). *NAT4* levels were normalized to *TAF10*, whose expression remains unchanged. Error bars, SEM (standard error of the mean) of three independent experiments. **P ≤ 0.01; calculated by unpaired two‐tailed Student's *t*‐test.ChIP analysis performed in BY4741 wild‐type, *nat4∆,* and *Pste5‐NAT4* strains grown in the same conditions as in (A). Chromatin was immunoprecipitated using an antibody against N‐acH4 and analyzed by qRT–PCR using primers for the different rDNA regions. Enrichment was normalized to histone H4 levels. Error bars, SEM of three independent experiments. Statistical significance was determined by unpaired two‐tailed Student's *t*‐test: *P ≤ 0.05; **P ≤ 0.01 compared values to wild‐type NCR conditions; arrowhead *P* ≤ 0.05 compared values to wild‐type CR conditions.Replicative lifespan (RLS) for BY4741 wild‐type and *nat4Δ* strains. Values in parentheses (here and hereafter) indicate mean lifespan.Mean RLS for wild‐type and *nat4∆* strains using different genetic backgrounds. Values outside of parentheses indicate mean lifespan, while values in parentheses indicate the number of cells examined.Mean RLS for BY4741 wild‐type and *nat4∆* strains under NCR and CR conditions.Mean RLS for BY4741 wild‐type and *Pste5‐NAT4* strains under NCR and CR conditions.Data information: (C‐F) Statistical significance was determined by one‐way ANOVA test: *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001.

Based on the fact that CR regulates the levels of Nat4 and since a link between CR and increased cellular lifespan has already been established 20, 50, we hypothesized that Nat4 is part of a mechanism whereby CR extends cellular lifespan. To test this hypothesis, we examined the effect of Nat4 on yeast replicative lifespan (RLS) and observed that loss of Nat4 significantly extended lifespan approximately by 21% in a BY4741 background strain (Fig 1C). The extension of lifespan by *nat4Δ* was independent of the mating type and yeast strain background, as deletion of Nat4 in BY4742, YSC5106, and JK9‐3Dα strains also extended lifespan by about 41, 26 and 20%, respectively (Fig 1D). To determine whether *nat4Δ* extends lifespan through a CR‐mediated pathway, we examined replicative lifespan in *nat4Δ* cells that were simultaneously subjected to CR. As expected, we found that CR alone extended lifespan by about 31%, while *nat4Δ* was unable to extend lifespan further under these CR conditions (Fig 1E), suggesting that *nat4Δ* is epistatic to CR. To verify the connection between CR and *nat4Δ,* we also assayed lifespan epistasis in a *nat4Δ tor1Δ* double‐mutant, since *tor1Δ* is a genetic mimic of CR 32. As predicted, *nat4Δ tor1Δ* extended lifespan to the same degree as the *nat4Δ* single mutant alone (Fig EV1B). The above data support the idea that Nat4 depletion occurs downstream of a CR‐activated pathway to confer lifespan extension. Consistent with this, constitutive expression of *NAT4* (Fig 1A) limits the extension of lifespan induced by CR from 32 to 19% (Fig 1F). Overall, our findings so far indicate that CR regulates the levels of Nat4 in order to extend replicative aging.

### Loss of Nat4 does not alter rDNA stability and polysome profiling

It was previously proposed that CR extends lifespan through mechanisms that either increase rDNA stability 24 or deplete 60S ribosomal subunits 33. Since Nat4 is linked to rDNA regulation (Fig 1B and 46), we next considered the possibility that *nat4Δ* extends lifespan through the above rDNA‐dependent mechanisms. Silencing at the rDNA locus is mediated by the RENT (REgulator of Nucleolar silencing and Telophase exit) complex, consisting of the proteins Net1, Cdc14, and Sir2 51. Using a yeast strain in which Net1 was TAP‐tagged, we initially found that *nat4Δ* significantly enhanced the association of the RENT complex along the rDNA locus compared to a WT strain (Fig 2A and B). This result suggested that *nat4Δ* may affect rDNA stability, since increased binding of the RENT complex had also been linked to enhanced rDNA stability and longevity 23. Thus, we next monitored rDNA copy number in young and old cells using quantitative real‐time PCR. As expected, we detected increased rDNA copy number in WT old cells compared to young cells (Fig 2C) due to accumulation of ERCs, which constitute an important cause of aging in yeast 36. Furthermore, the absence of the replication fork protein Fob1 resulted in reduced rDNA copy number in *fob1Δ* old cells compared to WT old cells, which is consistent with previous reports showing that *fob1Δ* stimulates rDNA stability to promote longevity 52, 53. Notably, deletion of *NAT4* did not influence the accumulation of rDNA copy number in old cells compared to a WT strain (Fig 2C), indicating that *nat4Δ* does not alter recombination at the rDNA locus.

**Figure 2:**
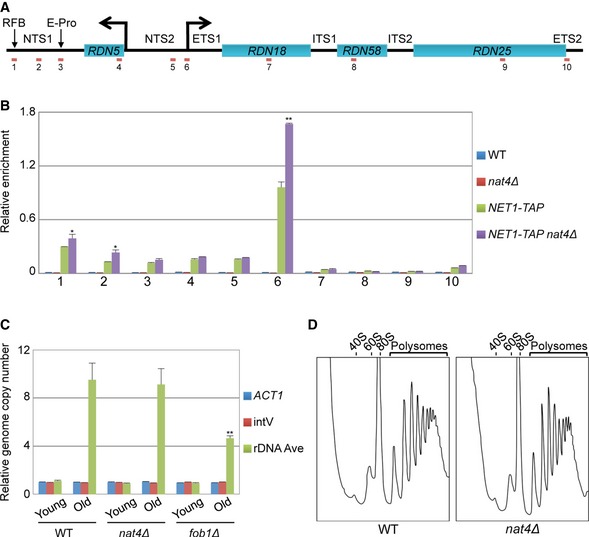
*rDNA* stability and mRNA translation are unaffected in *nat4∆* Schematic of the budding yeast rDNA locus on chromosome XII. Primers along the rDNA locus are indicated by red lines and numbers 1 to 10. NTS (non‐transcribed spacer), ETS (external transcribed spacer), ITS (internal transcribed spacer), RFB (replication fork barrier), E‐pro (bidirectional promoter).ChIP experiments were performed in SF10 wild‐type, *nat4∆, NET1‐TAP,* and *NET1‐TAP nat4∆* strains using an anti‐IgG antibody. The enrichment from the antibody was normalized to input. Error bars, SEM of three independent experiments. Statistical significance was determined by unpaired two‐tailed Student's *t*‐test: **P ≤ 0.01 compared *nat4∆* to WT values. *P ≤ 0.05.Quantitative real‐time PCR analysis of rDNA copy number for young and old cells in BY4741 wild‐type, *nat4∆,* and *fob1∆* strains. Error bars, SEM of three independent experiments. Statistical significance was determined by unpaired two‐tailed Student's *t*‐test: **P ≤ 0.01 compared to corresponding WT values.Polysome profiling analysis performed in BY4741 wild‐type and *nat4∆* strains. The plots are representative of two independent experiments.

It has been previously reported that reduced ribosomal 60S subunit abundance and thus mRNA translation extend yeast replicative lifespan 33. To determine whether the stoichiometry of ribosomal subunits and protein translation are affected in *nat4Δ*‐induced longevity, we generated polysome profiles for *nat4Δ* and its corresponding WT strain. We observed no differences in the formation of free ribosomal subunits (40S, 60S, and 80S) or polyribosome peaks between the two strains (Fig 2D). Therefore, despite the fact that loss of Nat4 reduces the abundance of all rRNAs 46, the composition of ribosomes and mRNA translation is not affected in *nat4Δ*. In total, the above findings indicate that *nat4Δ*‐induced longevity is mediated through a mechanism that is independent of rDNA stability and translation.

### *NAT4* deletion mimics CR in inducing a cohort of stress‐response genes

Having ruled out a link between the ribosomal DNA locus and *nat4Δ*‐induced longevity, we turned our attention to the identification of other Nat4‐regulated genes. 

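RNA was sequenced from the wild-type (WT) strain BY4741 and from nat4Δ cells, both grown at 30°C in 2% glucose to an optical density of 0.8. The sample labels of WT give no glucose, and its 2% was taken from the paper's figure legend for nat4Δ. The authors mapped the reads to the yeast genome, kept those with a unique position and counted them per gene. For each strain they deposited 1 value per gene, in RPKM, which are reads normalized to gene length and sequencing depth, and an FDR for the comparison. The methods name 2 biological replicates per condition, whereas the values give 1 number per gene and strain, so no spread between replicates can be given for this comparison. Multiplied by the summed exon length of the gene in the R64 reference, 99.6% of 5597 WT values and 99.6% of 5594 nat4Δ values were whole multiples of a single step. The steps correspond to totals of 19959504 reads for WT and 20778591 reads for nat4Δ, so that 1 RPKM on a gene of 1 kb stood for about 20.0 and 20.8 reads. The numbers of reads per gene were taken from these steps, and the 95% confidence intervals of the log2 fold changes are exact binomial (Clopper-Pearson) intervals that cover counting error only. Fold changes were computed on the scale log2(RPKM + 1) for the 5460 of 5711 genes with a value above 1 RPKM in at least 1 strain. A gene was called upregulated or downregulated at a log2 fold change of at least 1 in either direction. The median log2 fold change over these genes was −0.20, and 27.4% of them had a value above 0. The paper names 2 sequencing facilities without assigning samples to them, and with 1 column per strain, effects of a batch or a culture could not be separated from the deletion.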

To determine which genes are regulated by Nat4, we performed RNA‐seq in *nat4Δ* and isogenic wild‐type strains. 

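NAT4 (YMR069W), the deleted gene, lies on chromosome XIII of R64 from 407709 to 408566. It had 23 reads (1.34 RPKM) in WT cells and 0 reads in nat4Δ cells, where 3 reads would have given 0.168 RPKM. Its log2 fold change was −1.23 (confidence interval −1.23 to −0.85), a value that the added 1 RPKM keeps small for a weakly expressed gene. The neighboring gene AVO2 (YMR068W) had 246 reads in WT and 171 in nat4Δ, with a log2 fold change of −0.52 (−0.77 to −0.26), and the neighbor on the other side, MOT3 (YMR070W), had −0.01. Across the genome, 130 genes were upregulated and 37 were downregulated in nat4Δ. On the scale log2(RPKM + 1), the largest decreases among downregulated genes with a mean of at least 5 RPKM were in TIR1, from 578 to 156 RPKM with a log2 fold change of −1.88 (−1.95 to −1.82), and in ANB1, from 29.7 to 8.22 RPKM with a log2 fold change of −1.73. NNF1, CWC2 and NCE101 followed with log2 fold changes of −1.46, −1.38 and −1.20. The choice of control moved these counts most: against the other wild-type culture in 2% glucose, which is the control of the experiment on calorie-restricted cells, 738 genes were upregulated and 997 downregulated. Of the 125 upregulated genes that could be compared with both wild-type cultures, 53 were also upregulated against the other culture and 22 were downregulated against it.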

We identified 138 upregulated and 59 downregulated genes after applying a cutoff of twofold change in either direction (Tables EV1 and EV2). Gene ontology (GO) clustering analysis for all deregulated genes showed characteristic changes expected for cells in CR 36, 54, 55. 

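Of the 138 genes of Table EV1, 123 were among the 130 upregulated genes found here, and of the 56 different genes of Table EV2, 28 were among the 37 downregulated genes. The GO terms annotated directly to genes in the R64 reference, with a note of experimental evidence, were tested one by one with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment. Annotations without such a note were left out. The 1210 terms with 5 to 500 genes were counted among the 5166 annotated genes that passed the filter on low values, 117 of which were upregulated in nat4Δ. Parent terms and clusters of terms, which the authors' DAVID clustering includes, were not part of the test. At an adjusted p of at most 0.05, 5 terms were enriched among the upregulated genes. The term with the smallest p was glycogen biosynthetic process, with 5 of its 8 genes upregulated (exact p = 2.9e-07, adjusted p = 3.5e-04). Plasma membrane had 20 of 351 genes and cell periphery had 16 of 253 genes among those upregulated. With genes called by the plain ratio at a deposited FDR of at most 0.001, the alternative that moved this number most, 2 terms were enriched. Aerobic respiration had 2 of 37 genes upregulated (exact p = 0.204). Among the 24 annotated downregulated genes, 0 terms were enriched, and rRNA processing had 0 of its 73 genes. From the clusters shown in Fig 3A, the paper reasons that the deregulated genes of nat4Δ change in ways characteristic of cells in CR.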

Specifically, the enriched GO terms included upregulated protein and carbohydrate metabolic processes, respiration, and phosphorylation as well as downregulated ribonucleoprotein complex biogenesis (Fig 3A). 

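Among the genes upregulated in nat4Δ, cellular response to ethanol had 3 of its 5 directly annotated genes (exact p = 1.1e-04). Cellular response to heat had 3 of 54 genes (exact p = 0.123) and cellular response to oxidative stress had 2 of 83 (exact p = 0.565). The genes of the stress-responsive transcription factors Msn2 and Msn4 differed. MSN4 rose from 542 to 1322 reads, a log2 fold change of 1.17 (1.04 to 1.31, counting error only). MSN2 had 2130 reads in WT and 2008 in nat4Δ, a log2 fold change of −0.14. With values divided by exon length, the mean level of MSN4 in the other wild-type culture was above WT and close to nat4Δ. The rise of MSN4 in nat4Δ therefore depended on the control. In CR, MSN4 had a log2 fold change of 0.24 and MSN2 had 0.40, both below the threshold of 1.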

Notably, the most significantly enriched GO cluster among upregulated genes in *nat4Δ* was the response to abiotic stimulus, which is a term that encompasses various forms of cellular stress response (Fig 3A). To verify the similarity in transcriptome changes between *nat4Δ* and CR, we performed RNA‐seq analysis of WT cells grown in 0.1% glucose (CR) compared to control cells grown in 2% glucose. 

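CR stands for WT cells in 0.1% glucose and NCR for the non-calorie-restricted control cells in 2% glucose. The authors deposited 1 value per gene and condition for 5840 genes, under the heading RPKM, and an FDR. These values do not depend on gene length. All 5836 NCR values and 5839 CR values above 0 could be written as the mean over 2 libraries of reads per 1000000 reads (RPM) of a whole-number total. The totals were 12126568 and 11331683 reads for NCR and 13092116 and 8439067 reads for CR. With a total changed by 1 read, 177 NCR values and 145 CR values could still be written in this way. The reads of each library followed without ambiguity for 5754 genes in NCR and 5778 in CR, which gave an SD over the 2 libraries of each condition (n = 2). Fold changes were computed as for nat4Δ, on log2(RPM + 1), for 5829 genes.
In CR, 1627 genes were upregulated and 602 were downregulated. The median log2 fold change was 0.50, and 70.1% of the genes had a value above 0. Scaling by the median of ratios, which takes this shift out, moved the counts to 859 upregulated and 999 downregulated genes. Of the 5705 genes with reads known in all 4 libraries, 905 were upregulated and 983 downregulated at an adjusted p of at most 0.05 in limma after trimmed-mean scaling. On the scale log2(RPM + 1), the largest increases were in FBP1, from 0.90 to 2087 RPM with a log2 fold change of 10.10, in PCK1 with 9.98 and in JEN1 with 9.82. The largest decreases were in HXT1, from 754 to 1.25 RPM with a log2 fold change of −8.39, and in HXT3 with −6.78.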

GO clustering analysis validated our previous observations, since 8 out of 12 enriched GO cluster terms in *nat4Δ* were also enriched in CR (Fig 3A, compare left with right plots).

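Tested in the same way as the nat4Δ lists, the genes upregulated in CR were enriched for 50 terms and the downregulated genes for 51. Mitochondrial translation had 86 of its 92 genes upregulated (exact p = 3.3e-40), aerobic respiration 32 of 41 (exact p = 6.4e-11) and glycogen biosynthetic process 7 of 8 (adjusted p = 0.029). Cytoplasmic translation had 68 of 80 genes downregulated (exact p = 1.6e-60) and rRNA processing 26 of 74 (adjusted p = 3.3e-08). Cellular response to oxidative stress had 34 of 82 genes upregulated, with an adjusted p of 0.148. Plasma membrane, enriched among genes upregulated in nat4Δ, had 53 of 359 genes downregulated in CR (adjusted p = 0.0050 in the same test). Glycogen biosynthetic process was the 1 term enriched among the upregulated genes of both comparisons. After median-of-ratios scaling 3 terms were, the other two being respiratory chain complex II and succinate dehydrogenase activity.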

**Figure 3:**
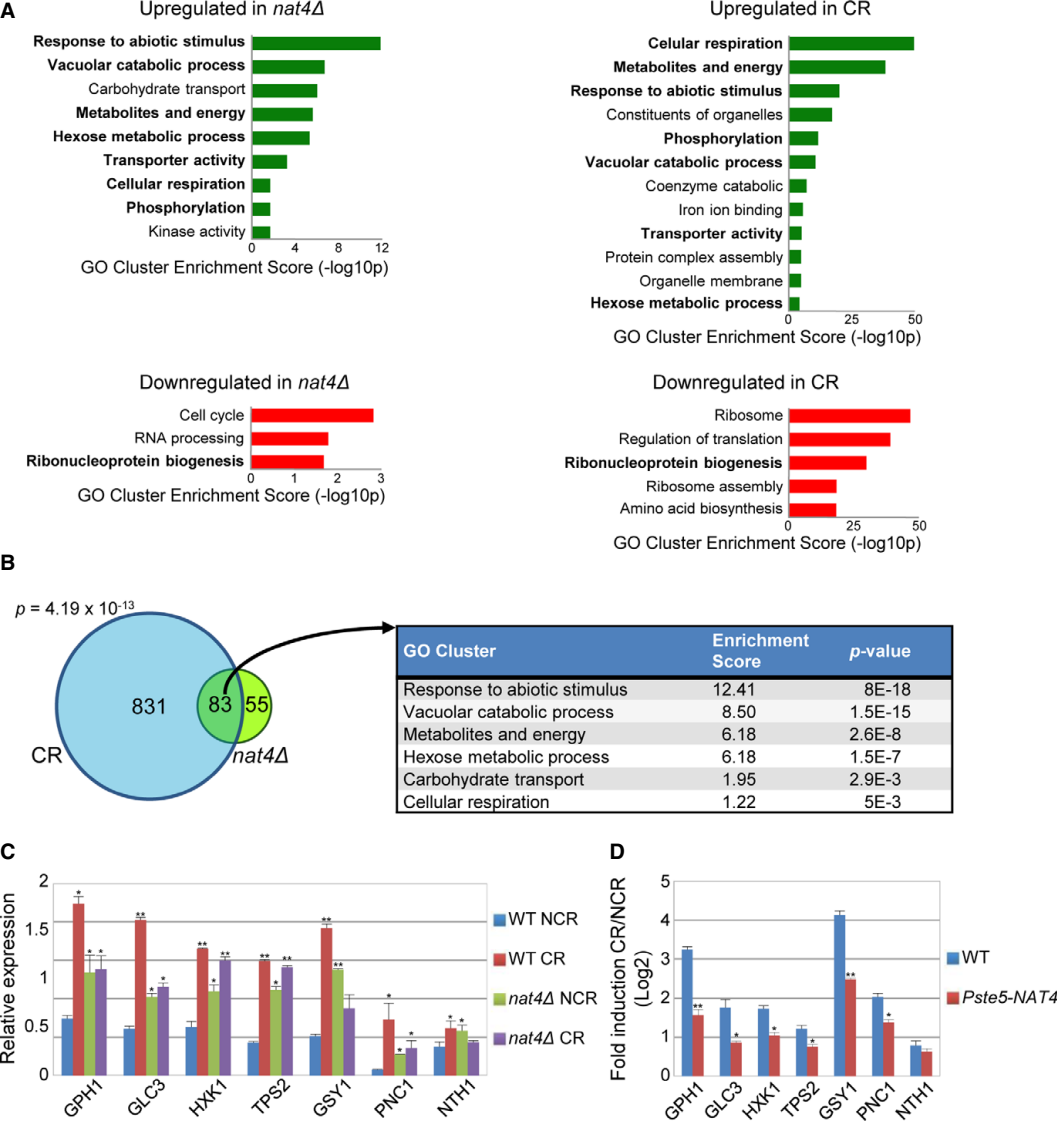
*nat4∆* mimics transcriptome effects of calorie restriction Clustering analysis for upregulated and downregulated genes in BY4741 *nat4Δ* (NCR, 2% glucose) and wild‐type (CR, 0.1% glucose) strains. Gene ontology was calculated by DAVID software (version 6). GO categories with enrichment scores of *P* < 0.05 are shown. Common GO cluster terms between nat4‐delta and CR are shown in bold.Venn diagram showing statistically significant overlap (83 genes) between upregulated genes in *nat4∆* cells (138) and wild‐type cells grown in CR conditions (914). Significance of overlap between the two sets is shown (*P* = 4.19 × 10^−13^; calculated using hypergeometric test [phyper]). The most relevant GO categories from the overlapping genes are indicated in the table on the right.Gene expression analysis of selected upregulated stress‐response genes (according to results in 3A) in BY4741 wild‐type and *nat4∆* strains grown under NCR and CR conditions. Expression levels were normalized to *TAF10*, whose expression remains unchanged. Error bars, SEM of three independent experiments. *P*‐values were obtained comparing results to wild‐type under NCR conditions and calculated by unpaired two‐tailed Student's *t*‐test: *P ≤ 0.05; **P ≤ 0.01.Gene expression analysis showing fold induction levels (Log2) of selected genes comparing BY4741 wild‐type and *STE5p‐NAT4* strains under NCR (2% glucose) and CR (0.1% glucose) conditions. Expression levels were normalized to *TAF10*, whose expression remains unchanged. Error bars, SEM of three independent experiments. *P*‐values were calculated by unpaired two‐tailed Student's *t*‐test: *P ≤ 0.05; **P ≤ 0.01.

Since similar GO cluster terms were enriched in both *nat4Δ* and CR‐treated cells, we compared the list of upregulated and downregulated genes from the two datasets. Among all upregulated genes, there was a statistically significant overlap (83 genes, Table EV3) between those upregulated in *nat4Δ* (138 genes) and in CR (914 genes) (Fig 3B, Venn diagram). 

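Among the 5310 genes that passed the filter in both comparisons, 125 were upregulated in nat4Δ and 1501 in CR. The lists shared 93 genes, or 74.4% of the nat4Δ list, against 35.3 expected for independent lists (exact one-sided hypergeometric test, p = 3.3e-27). Genes are not independent replicates, so this p describes the lists and not the cultures. With only genes of at least 10 units in every column, the lists shared 28 genes (p = 1.2e-09 in the same exact test). A further 10 genes were upregulated in nat4Δ and downregulated in CR, against 11.3 expected.

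**Figure D1:**
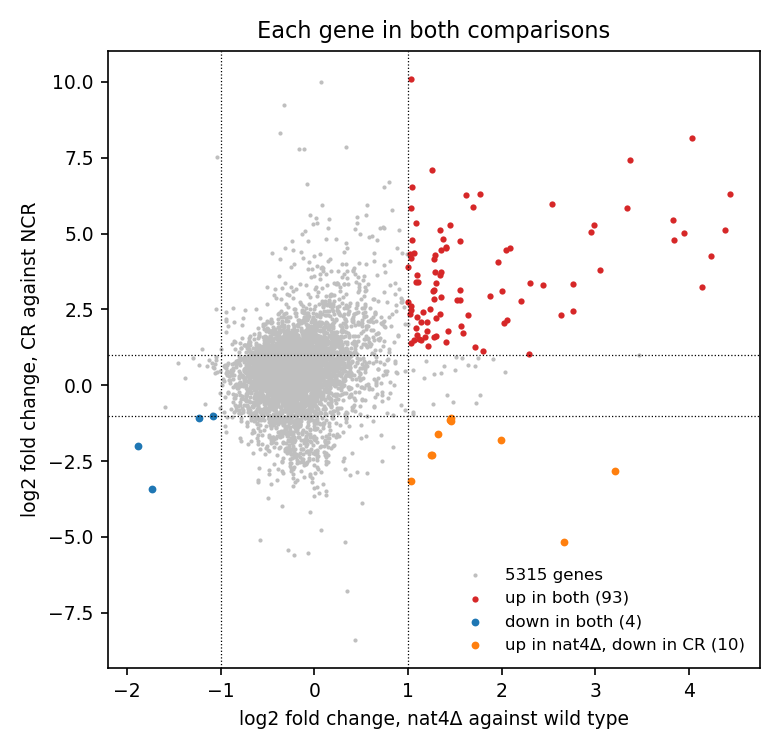
Log2 fold change of 5315 genes in nat4Δ compared with WT on the horizontal axis and in CR compared with NCR on the vertical axis. Genes upregulated in both (93) are red, genes downregulated in both (4) are blue, and genes upregulated in nat4Δ and downregulated in CR (10) are orange.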

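The genes upregulated both in nat4Δ and in CR included 86 with a direct GO annotation. They were enriched for 1 term, glycogen biosynthetic process, which had 5 of its 8 genes in the list (exact p = 6.4e-08, adjusted p = 7.7e-05). Trehalose biosynthetic process had 3 of 7 genes, with an adjusted p of 0.061. After median-of-ratios scaling the list was enriched for 6 terms, which included cellular respiration with 3 of 6 genes (adjusted p = 0.038). The term response to abiotic stimulus was not among the direct annotations tested, since it groups more specific terms.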

Remarkably, the commonly upregulated genes enriched almost all GO terms that were similar between *nat4Δ* and CR above (Fig 3A), with response to abiotic stimulus being the most enriched (Fig 3B, table). 

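Downregulation was compared in the same 5310 genes, with 28 genes in the nat4Δ list and 481 in the CR list. The lists shared 4 genes, NAT4, TIR1 and ANB1 among them, against 2.54 expected (exact one-sided hypergeometric test, p = 0.245). NAT4 is the deleted gene, so its place in the nat4Δ list was fixed by the strain and is no response of the cells. In CR, NAT4 decreased from 3.38 ± 0.58 to 1.09 ± 0.19 RPM (SD, n = 2 libraries each), a log2 fold change of −1.07. In limma its log2 fold change was −2.09 with a standard error of 0.43 (adjusted p = 0.0034). TIR1 decreased from 6.82 to 0.957 RPM in CR, and ANB1 had a log2 fold change of −3.41. The level of TIR1 in NCR lay far below that in WT and in nat4Δ, so its decrease in nat4Δ depended on the control. IMD2, LCP5 and YGR079W, which Table EV3 lists with NAT4, TIR1 and ANB1, had −1.01, −1.17 and −1.09 in nat4Δ and −0.75, −0.63 and −0.96 in CR. After trimmed-mean scaling their log2 fold changes in CR were −1.27, −1.11 and −1.45. In nat4Δ, median-of-ratios scaling gave −0.81, −0.98 and −0.89, which did not reach the threshold.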

On the other hand, from all the downregulated genes, only six overlapped between the two conditions (Fig EV2 and Table EV3). These data indicate that *NAT4* deletion partially resembles CR upregulation at the transcriptome level, especially in the induction of stress‐response genes.

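Across 5315 genes, the log2 fold changes in nat4Δ and in CR had a Pearson correlation of 0.32 and a Spearman correlation of 0.23, without a p because genes are not independent replicates. The Pearson correlation lay between 0.28 and 0.36 in 95% of 1000 bootstrap samples of the genes. With only genes of at least 10 units in every column it was 0.25. No batch is given for the samples, so a correlation within batches could not be computed. From the shared genes and their GO terms, the paper infers that deletion of NAT4 resembles the upregulation of CR in part, mainly for stress-response genes. Its lists shared only 6 downregulated genes.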

**Figure EV2:**
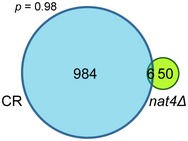
Overlap of downregulated genes in *nat4∆* and CR Venn diagram showing the overlap (six genes) between downregulated genes in *nat4∆* cells (56) and wild‐type cells grown in calorie restriction conditions (990). Significance of overlap between the two sets is shown as *P* = 0.98 (calculated by hypergeometric test [phyper]).

To further demonstrate that *nat4Δ* and CR control the expression of certain genes in a similar manner, we examined the expression of seven stress‐response genes that were commonly upregulated in the two RNA‐seq datasets using RT–qPCR. 

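In the RNA-seq data, the glycogen phosphorylase gene GPH1 (YPR160W) on chromosome XVI, from 861306 to 864014, increased from 113 reads (2.09 RPKM) in WT to 3572 reads (63.5 RPKM) in nat4Δ, a log2 fold change of 4.38 (4.19 to 4.57). In CR it increased from 35.8 ± 18.0 to 1277 ± 130 RPM (SD, n = 2), a log2 fold change of 5.12. The branching enzyme gene GLC3 (YEL011W) increased from 2.49 to 49.0 RPKM in nat4Δ, with a log2 fold change of 3.84, and from 35.4 ± 8.33 to 1013 ± 170 RPM in CR, with 4.80. HXK1 (YFR053C) had log2 fold changes of 4.44 in nat4Δ and 6.30 in CR, and the glycogen synthase gene GSY1 (YFR015C) had 4.14 and 3.23. The trehalose genes changed less. TPS2 (YDR074W) had a log2 fold change of 1.71 (1.63 to 1.79) in nat4Δ, and in CR it rose from 237 ± 35.5 to 570 ± 12.4 RPM, a log2 fold change of 1.26. NTH1 (YDR001C) had 1326 reads in WT and 2167 in nat4Δ, a log2 fold change of 0.63 (0.54 to 0.73) that did not reach the threshold of 1. In CR its log2 fold change was 1.04. After trimmed-mean scaling, the log2 fold changes in CR were 0.74 for TPS2 and 0.52 for NTH1, while those of GPH1, GLC3, HXK1 and GSY1 stayed between 2.71 and 5.78. The differences between CR and NCR exceeded the spread between libraries in limma, with adjusted p values from 2.8e-06 for GLC3 to 0.0125 for NTH1. HXK1 had no such test, since its reads in the CR libraries were not resolved. Against the other wild-type culture, the log2 fold changes in nat4Δ were 2.18 for GPH1, 1.5 for GLC3, 3.02 for HXK1, 0.94 for GSY1, 0.11 for TPS2 and −0.02 for NTH1.

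**Figure D2:**
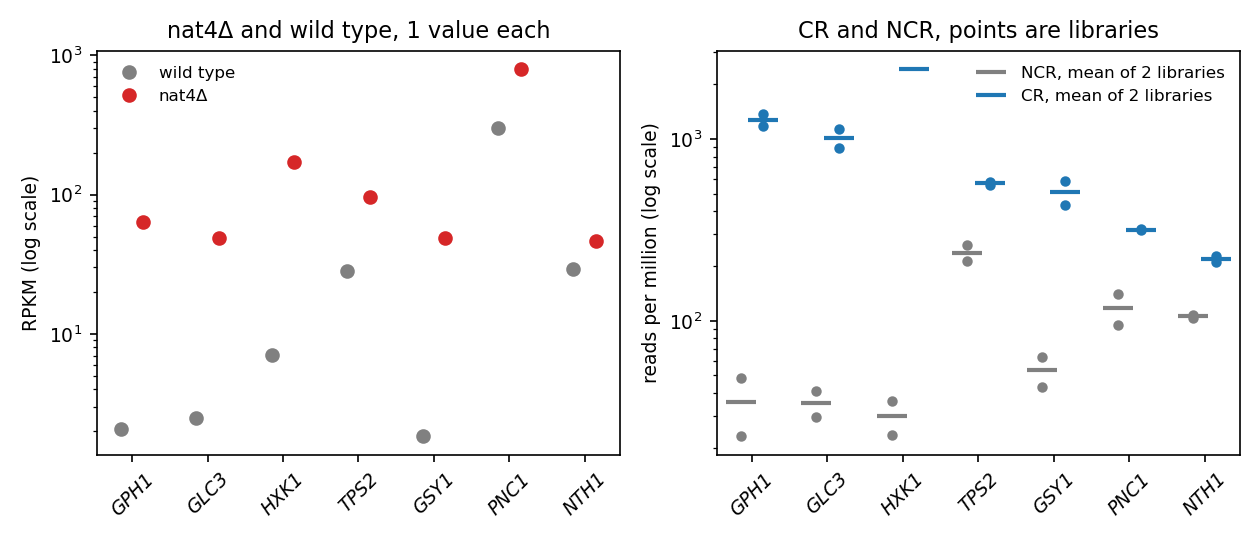
Expression of 7 genes on logarithmic axes, in RPKM in WT and nat4Δ (left, single values) and in RPM in NCR and CR (right, points for the libraries and bars for their mean). HXK1 in CR is drawn as the mean alone.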

We found that the expression of all seven stress‐response genes (*GPH1*,* GLC3*,* HXK1*,* TPS2*,* GSY1*,* PNC1,* and *NTH1*) is upregulated in *nat4Δ* and CR‐treated cells (Fig 3C), thus validating the RNA‐seq findings. Notably, there was no additive upregulation of these seven genes when *nat4Δ* cells were concomitantly grown in CR conditions (Fig 3C, see *nat4Δ* CR), consistent with the epistasis between *nat4Δ* and CR observed during the RLS assays (Figs 1E and EV1). Moreover, constitutive *NAT4* expression significantly reduces the induction of these stress‐response genes by CR (Fig 3D), demonstrating that Nat4 is a key regulator downstream of a CR‐mediated pathway, as also indicated by the lifespan experiments above (Fig 1F). Taken together, these results show that *nat4Δ* and CR deregulate a similar set of target genes and propose that Nat4 acts downstream of CR to control the expression of stress‐response genes.

### *nat4Δ*‐induced longevity is mediated by loss of H4 N‐terminal acetylation

We next sought to investigate whether *nat4Δ*‐induced longevity was dependent on its acetyltransferase activity toward histones. We first created a Nat4 catalytic mutant in which the strictly conserved glutamic acid 186 among eukaryotic Nat4 proteins (Fig EV3A) was converted to alanine (E186A). This residue was previously shown to be critical for the enzymatic activity of the mammalian Nat4 orthologs 43, 49. To confirm that Nat4‐E186A mutant was inactive in yeast cells, we examined the levels of H4R3me2a whose occurrence is inhibited by Nat4‐mediated H4 N‐terminal acetylation 46. We detected robust accumulation of H4R3me2a in the Nat4‐E186A strain that mimics the effect of *nat4Δ*, demonstrating that the acetyltransferase activity is abolished in the E186A mutant (Fig EV3B). Replicative lifespan experiments using the Nat4‐E186A catalytic mutant strain showed an extension in lifespan of about 17% compared to an isogenic WT control strain (Fig 4A), indicating that loss of Nat4 acetyltransferase activity is sufficient to promote longevity.

**Figure EV3:**
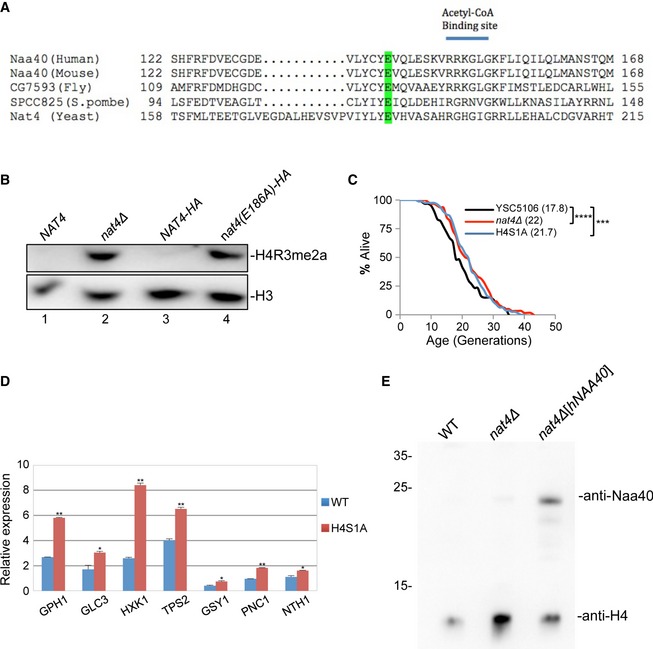
*nat4∆‐*induced longevity is mediated through loss of H4 N‐terminal acetylation Sequence alignment showing the conservation of the *NAT4* catalytic motif in five different species. The mutated residue is highlighted in green.Whole‐cell extracts from strains containing wild‐type Nat4 (lanes 1 and 3) a deletion of the *NAT4* gene (lane 2) and Nat4 catalytic mutant (lane 4) were analyzed by Western blotting using an antibody against H4R3me2a. The wild‐type in lane 3 and the E186A catalytic mutant (lane 4) have a C‐terminal hemagglutinin (HA) tag. Equal loading was monitored using an H3 antibody.RLS analysis for YSC5106 wild‐type, *nat4∆,* and H4S1A strains. Values in parentheses indicate mean lifespan. Statistical significance was determined by one‐way ANOVA test: ***P ≤ 0.001; ****P ≤ 0.0001.Gene expression analysis of the indicated stress‐induced genes in YSC5106 wild‐type and H4S1A strains. Expression levels were normalized to *RPP0* whose expression remains unchanged. Error bars, SEM of three independent experiments. Statistical significance was determined by unpaired two‐tailed Student's *t*‐test: *P ≤ 0.05 and **P ≤ 0.01 compared to wild‐type values.Whole yeast cell extracts prepared from BY4742 WT(+pBEVY‐U), *nat4∆*(+pBEVY‐U), and *nat4∆*[pBEVY‐U‐*hNAA40*] strains were analyzed by Western blotting using the indicated antibodies. Loading was monitored with an antibody against histone H4.

**Figure 4:**
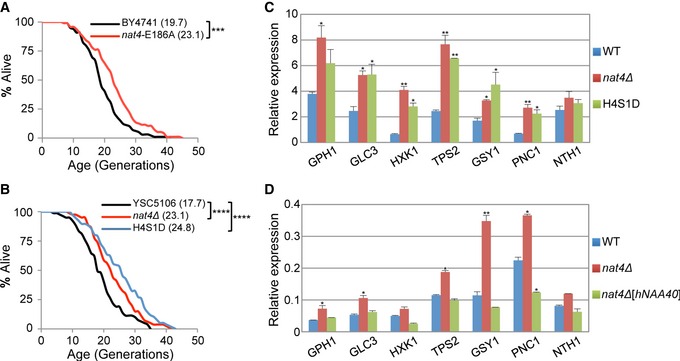
*nat4∆‐*induced longevity is mediated through loss of H4 N‐terminal acetylation A, B(A) RLS analysis for BY4741 wild‐type and *nat4‐E186A* strains. (B) Mean RLS for YSC5106 wild‐type, *nat4∆,* and H4S1D strains. Values in parentheses indicate mean lifespan. Statistical significance was determined by one‐way ANOVA test: ***P ≤ 0.001; ****P ≤ 0.0001.CGene expression analysis of the indicated stress‐induced genes in YSC5106 wild‐type, *nat4∆,* and H4S1D strains. Expression levels were normalized to *RPP0* whose expression remains unchanged. Error bars, SEM of three independent experiments. *P*‐values were obtained by comparing *nat4∆* and H4S1D to wild‐type values and calculated by unpaired two‐tailed Student's *t*‐test: *P ≤ 0.05; **P ≤ 0.01.DGene expression analysis of the indicated stress‐induced genes in BY4742 wild‐type, *nat4∆,* and *nat4∆*[*hNAA40]* strains. Expression levels were normalized to *ACT1*, whose expression remains unchanged. Error bars, SEM of three independent experiments. Statistical significance was determined by unpaired two‐tailed Student's *t*‐test: *P ≤ 0.05 and **P ≤ 0.01 compared to corresponding wild‐type values.

Next, we wanted to determine whether histone N‐terminal acetylation mediated by Nat4 is implicated in *nat4Δ*‐induced longevity and stress response. Between the two known histone substrates of Nat4 41, we decided to focus on histone H4 because in a previous study we have shown that H4 is the main target through which Nat4 regulates rDNA expression 46. Therefore, to do this, we used a yeast strain that expresses endogenous histone H4 with serine 1 mutated to aspartate (H4S1D) or alanine (H4S1A). Lifespan assays showed that H4S1D and H4S1A largely mimic the effect of *nat4Δ*, extending lifespan by ~33 and 21%, respectively (Figs 4B and EV3C).

The above result prompted us to examine whether loss of H4 N‐terminal acetylation leads to the induction of stress‐response genes. We found that in the H4S1D and H4S1A strains, almost all stress‐response genes examined had a statistically significant increase in their expression compared to a WT control strain (Figs 4C and EV3D), an induction that resembles the increase observed when *NAT4* was deleted in this strain background (Fig 4C). Finally, to verify the link of N‐acH4 with the expression of these stress‐response genes, we monitored their gene expression levels in a *nat4Δ* strain that expresses ectopically the human ortholog of Nat4 (hNaa40) (Fig EV3E). It was previously shown that ectopic expression of hNaa40 in yeast cells lacking Nat4 restores N‐terminal acetylation of H4 but not of H2A 45. In agreement with our data above, we found that expression of hNaa40 in a *nat4Δ* strain restores the expression of stress‐response genes down to WT levels (Fig 4D). Overall, these results show that loss of H4 N‐terminal acetylation can extend lifespan and induce the expression of stress‐response genes, and therefore, its absence mimics the longevity effect of *nat4Δ*.

### H4R3 is required for *nat4Δ*‐mediated longevity and induction of stress‐response genes

We reported recently that methylation at H4R3 is necessary and sufficient for the regulation of rDNA expression by Nat4 46. Therefore, we were wondering whether this residue, H4R3, also regulates the effect of *nat4Δ* on longevity and induction of stress‐response genes. We initially examined replicative lifespan in a *nat4Δ* strain that expresses histone H4 carrying a mutation at arginine 3 to lysine (H4R3K), preventing its methylation 46. Notably, we found that the H4R3K mutation blocks the extension of lifespan that is normally promoted by *nat4Δ* (Fig 5A, compare *nat4Δ* to *nat4Δ* H4R3K). In fact, the H4R3K mutant had an opposite effect on lifespan compared to *nat4Δ* (Fig 5A), H4S1D (Fig 4B), and H4S1A (Fig EV3C), since it shortened lifespan by about 40%. This is consistent with the antagonistic relationship between N‐acH4 and H4R3me2a that was previously described 46. Next, we looked at the expression of stress‐response genes in the presence of the H4R3K mutant. We found that H4R3K blocks the induction of stress‐related genes mediated by *nat4Δ* since in the double‐mutant strain *nat4Δ* H4R3K, the RNA levels of the tested genes were comparable to those obtained in a WT strain (Fig 5B). Taken together, these data show that H4R3 and most likely its methylation are part of the mechanism by which Nat4 controls expression of stress‐response genes and cellular lifespan.

**Figure 5:**
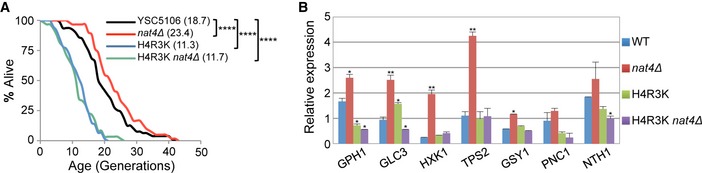
H4R3 is required for *nat4∆‐*induced longevity and activation of stress‐response genes RLS analysis for YSC5106 wild‐type, *nat4∆,* H4R3K, and double‐mutant strains. Values in parentheses indicate mean lifespan. Statistical significance was determined by one‐way ANOVA test: ****P ≤ 0.0001.Gene expression analysis of the indicated stress‐induced genes in YSC5106 WT, *nat4∆*, H4R3K, and double‐mutant strains. Expression levels were normalized to *RPP0*, whose expression remains unchanged. Error bars, SEM of three independent experiments. Statistical significance was determined by unpaired two‐tailed Student's *t*‐test: *P ≤ 0.05 and **P ≤ 0.01 compared to corresponding wild‐type values.

### Deletion of *NAT4* potentiates stress response in young and old cells

To investigate further the contribution of *nat4Δ* to the stress response associated with aging, we compared gene expression changes for stress‐response genes in young and old cells isolated from WT and *nat4Δ* strains. We found that in WT cells, a number of stress‐response genes were upregulated in old cells compared to the young population (Fig 6A), which is expected since overall stress is elevated in aged cells 36. Accordingly, *NAT4* expression levels were reduced in old versus young WT cells (Fig 6A), which is in agreement with the above transcriptome data showing that lack of Nat4 induces the expression of stress‐response genes (Fig 3). Remarkably, the expression of stress‐response genes in the young and old populations was much greater in the *nat4Δ* cells compared to the isogenic WT strain (Fig 6A). This enhanced expression in young and old *nat4Δ* cells is abolished when the H4R3K mutant is introduced in the *nat4Δ* strain, demonstrating once again the requirement of H4R3 in *nat4Δ*‐mediated effects. Altogether, these findings propose that Nat4 deletion leads to a moderate increase in stress resistance early on in the life of a cell that is established by enhanced expression of stress‐response genes. Such elevated stress resistance could prolong lifespan by allowing cells to more effectively antagonize age‐associated cellular stress. This type of moderate increase in stress resistance is termed hormesis and was previously linked to lifespan extension 36, 56, 57.

**Figure 6:**
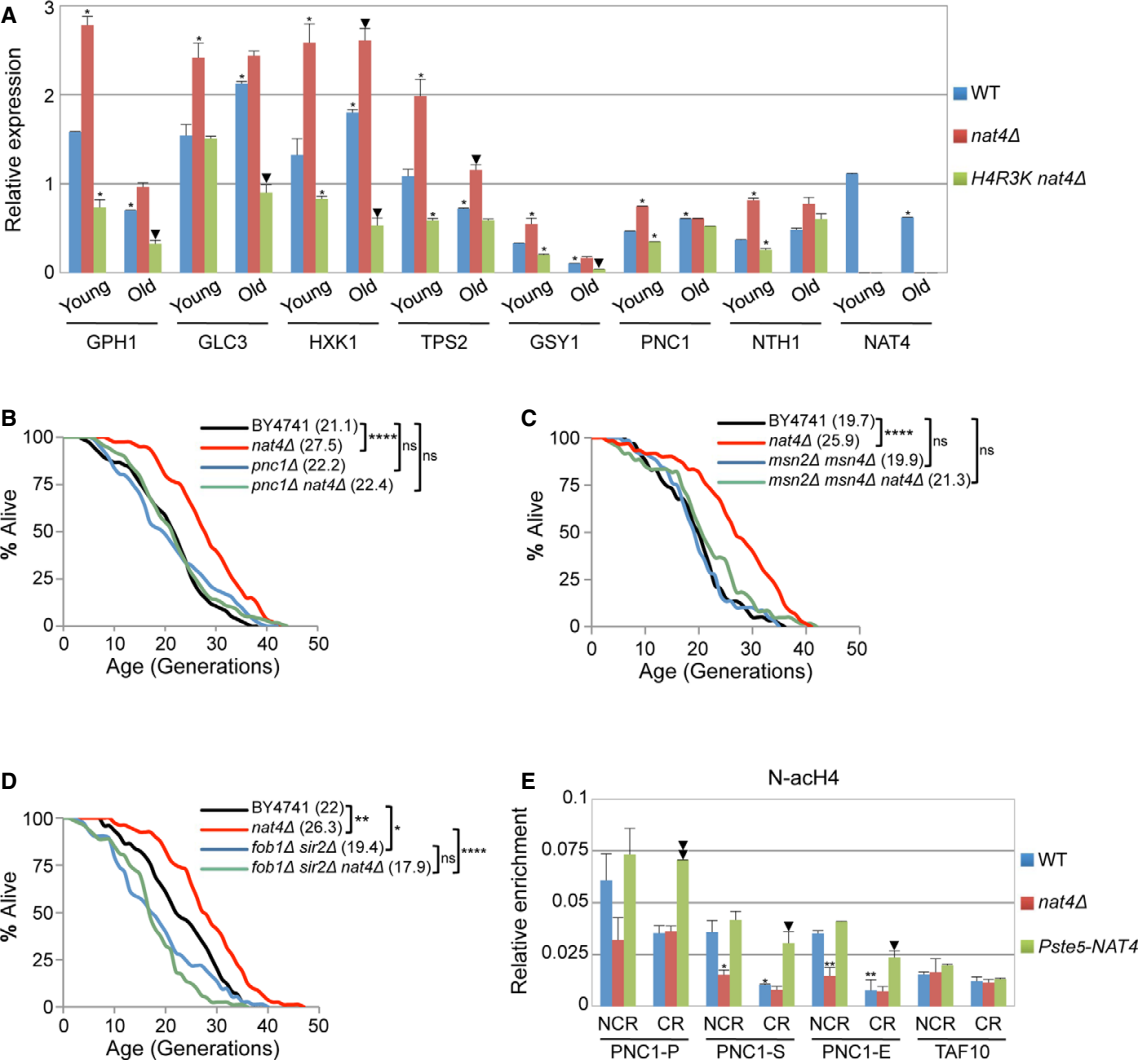
*PNC1* is required for lifespan extension by *nat4∆* AGene expression analysis of the indicated stress‐induced genes in young and old cells isolated from YSC5106 WT, *nat4∆,* and H4R3K *nat4∆* strains. Expression levels were normalized to *ACT1*, whose expression remains unchanged. Error bars, SEM of three independent experiments. *P*‐values were calculated by unpaired two‐tailed Student's *t*‐test: *P ≤ 0.05 compared to young wild‐type; arrowhead *P* ≤ 0.05 compared to old wild‐type.B–D(B) RLS analysis for WT, *nat4∆, pnc1∆,* and double‐mutant strains in BY4741 genetic background. (C) Mean RLS in BY4741 wild‐type, *msn2∆ msn4∆* double‐, and *msn2∆ msn4∆ nat4∆* triple‐mutant strains. (D) Mean RLS in BY4741 wild‐type, *nat4∆*,* fob1∆ sir2∆* double‐, and *fob1∆ sir2∆* nat4*∆* triple‐mutant strains. Values in parentheses indicate mean lifespan. Statistical significance was determined by one‐way ANOVA test: *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001. ns = non‐significant.EChIP analysis performed in BY4741 wild‐type, *nat4Δ,* and *Pste5‐NAT4* strains grown under NCR and CR conditions. Chromatin was immunoprecipitated using antibodies against N‐acH4 and histone H4 and analyzed by qRT–PCR with the indicated primers. PNC1‐P (promoter), PNC1‐S (transcriptional start), PNC1‐E (end of gene). The enrichment from the antibody was normalized to histone H4. Error bars, SEM of three independent experiments. Statistical significance was determined by unpaired two‐tailed Student's *t*‐test: *P ≤ 0.05 and **P ≤ 0.01 compared values to wild‐type NCR conditions; arrowhead *P* ≤ 0.05 and double arrowhead *P* ≤ 0.01 compared values to wild‐type CR conditions.

### *PNC1* is essential for *nat4Δ*‐mediated longevity

One of the significantly induced stress‐response genes in *nat4Δ*, H4S1D, and H4S1A is *PNC1* (Figs 3D, 4C and EV3D), which encodes a nicotinamidase responsible for converting nicotinamide to nicotinic acid 58. Pnc1 is an important regulator of CR‐mediated longevity 30, which prolongs lifespan by preventing the accumulation of intracellular nicotinamide during times of stress 31. Based on the above evidence, we sought to determine whether Pnc1 induction was necessary for *nat4Δ*‐mediated longevity. In accordance with previous findings, *PNC1* deletion alone did not alter replicative lifespan relative to a WT strain (Fig 6B and 30). Strikingly, when *PNC1* was deleted within *nat4Δ* cells, it decreased their lifespan back to WT levels (Fig 6B). Since the stress‐responsive transcription factors Msn2 and Msn4 have been previously shown to directly activate the expression of *PNC1* 30, 59, we also examined replicative lifespan in a *nat4Δ* strain lacking Msn2 and Msn4. Initially, we validated that in the triple‐mutant *nat4Δ msn2Δ msn4Δ,* the expression of Pnc1 is not induced compared to WT cells (Fig EV4A), but in fact it is downregulated as previously demonstrated for the *msn2Δ msn4Δ* double‐mutant strain 59. Consistent with the results in Fig 6B, the absence of Pnc1 induction prevented *nat4Δ*‐mediated lifespan extension in the triple‐mutant strain *nat4Δ msn2Δ msn4Δ* (Fig 6C). Altogether, these results support the conclusion that overexpression of Pnc1 is stimulated by loss of Nat4 (Figs 3C, 4C and 6A, and Table EV1) and is essential for *nat4Δ*‐mediated longevity.

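In the RNA-seq data, PNC1 (YGL037C, chromosome VII of R64 from 427297 to 427947) increased from 3890 reads (299 RPKM) in WT to 10781 reads (797 RPKM) in nat4Δ. The log2 fold change was 1.41 (1.36 to 1.46), and 1.62 after median-of-ratios scaling. Against the other wild-type culture in 2% glucose it was 2.14.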

**Figure EV4:**
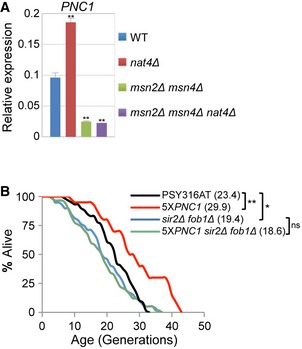
*PNC1* overexpression is unable to extend lifespan in cells lacking Sir2 and Fob1 *PNC1* mRNA levels analyzed by qRT–PCR using total RNA extracted from BY4741 wild‐type, *nat4∆* single‐, *msn2∆ msn4∆* double‐, and *msn2∆ msn4∆ nat4∆* triple‐mutant strains in 2% glucose. Expression levels were normalized to *ACT1*, whose expression remains unchanged. Error bars, SEM of three independent experiments. Statistical significance was determined by unpaired two‐tailed Student's *t*‐test: **P ≤ 0.01 compared to wild‐type values.Replicative lifespan (RLS) for PSY316AT wild‐type, 5x*PNC1*,* sir2Δ fob1Δ,* and 5x*PNC1 sir2Δ fob1Δ* mutant strains. Values in parentheses indicate mean lifespan. Statistical significance was determined by one‐way ANOVA test: *P ≤ 0.05; **P ≤ 0.01; ns = non‐significant.

Previous studies proposed that overexpression of Pnc1 limits the accumulation of intracellular nicotinamide and, as a result, induces longevity by stimulating Sir2 activity 30, 31. This conclusion was supported by an epistasis experiment showing that deletion of Sir2 in a PSY316 background strain overexpressing Pnc1 (*5XPNC1*) results in short lifespan similar to that observed for the *sir2Δ* single mutant 30, 31. However, interpreting longevity epistasis data in short‐lived *sir2Δ* background strains have been recently challenged 60. Therefore, we then sought to determine whether lifespan extension by Pnc1 upregulation is indeed dependent on Sir2 by investigating longevity in a *sir2Δ fob1Δ* double‐mutant strain that overexpresses *PNC1* (*5XPNC1 sir2Δ fob1Δ*). We found that Pnc1 overexpression failed to extend lifespan in the *sir2Δ fob1Δ* PSY316 background strain, suggesting that Pnc1‐mediated longevity is dependent on Sir2 (Fig EV4B). Although this result may appear inconsistent with a previous study which has shown that overexpression of Sir2 in the PSY316 strain background does not extend lifespan 61, it remains possible that Sir2 overexpression does not recapitulate Sir2 activation mediated through Pnc1 overexpression in this yeast background strain. This notion is also supported by the transcriptome data above, because we did not detect upregulation of Sir2 in the *nat4Δ* strain (Fig 3A) even though these single‐mutant cells induce Pnc1 expression (Fig 3C) and have increased lifespan (Fig 1C). Moreover, due to the above link between Pnc1 and Nat4, we then checked whether *nat4Δ*‐mediated longevity is also dependent on Sir2 by examining replicative lifespan of the triple‐mutant *nat4Δ sir2Δ fob1Δ* strain. 

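SIR2 (YDL042C, chromosome IV of R64 from 376757 to 378445) had 1279 reads (37.9 RPKM) in WT and 973 reads (27.7 RPKM) in nat4Δ, a log2 fold change of −0.44 (−0.56 to −0.32). After median-of-ratios scaling, which takes out the decrease in the median of all genes, it was −0.24. Against the other wild-type culture the log2 fold change changed direction, to 0.63. FOB1 had a log2 fold change of −0.46 in nat4Δ.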

Similar to Pnc1 overexpression, we found that *nat4Δ* fails to increase lifespan in the absence of Sir2 and Fob1 (Fig 6D), thus providing further evidence that Nat4 and Pnc1 function within the same longevity pathway.

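PNC1 increased in CR from 117 ± 32.1 to 318 ± 3.09 RPM (SD, n = 2 libraries each), with 1146 and 1585 reads in the NCR libraries and 4133 and 2701 reads in the CR libraries. The log2 fold change was 1.43, against a median over all genes of 0.50. After trimmed-mean scaling it was 0.91, below the threshold of 1. In limma the log2 fold change was 0.95 with a standard error of 0.20 (adjusted p = 0.0036), so the difference exceeded the spread between libraries.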

Based on the transcriptome data above (Fig 3 and Table EV3) and previous reports 30, 59, CR stimulates the expression of Pnc1. To further explore the link between calorie restriction, Nat4 and Pnc1, we then monitored the levels of N‐acH4 on the *PNC1* gene under CR conditions. Using ChIP analysis, we detected significantly reduced levels of N‐acH4 across the *PNC1* locus during CR but no overall change in the *TAF10* control locus (Fig 6E), demonstrating that increased Pnc1 expression by CR coincides with a reduction of N‐acH4. As previously shown in Fig 1B, statistical analysis indicates that CR does not diminish further the levels of N‐acH4 in cells already lacking Nat4 (*nat4Δ*), illustrating once again that CR controls N‐acH4 predominantly through Nat4 (Fig 6E, compare red bars between NCR and CR). Remarkably, constitutive *NAT4* expression (*Pste5‐NAT4)* under CR limits the removal of N‐acH4 from chromatin in comparison with WT cells (Fig 6E, compare green and blue bars in NCR and green versus blue bars in CR), which is similar to what has been observed at most rDNA loci above (Fig 1B). This result is in agreement with the reduced induction of *PNC1* by CR when *NAT4* is maintained active (Fig 3D) and reinforces the notion that loss of N‐acH4 by *nat4Δ*, H4S1D, or H4S1A mutation is necessary to induce Pnc1 expression (Figs 3C, 4C and EV3D, respectively). Additionally, we show that CR reduces the levels of N‐acH4 at the promoter of six other *nat4Δ*‐induced genes (Fig EV5), linking this histone modification to the induction of several stress‐response genes. Overall, these findings suggest that reduced deposition of N‐acH4 onto chromatin, either by CR or by Nat4 depletion, is associated with enhanced expression of *PNC1* and of other stress‐response genes, supporting the conclusion that Nat4 functions downstream of a CR‐mediated pathway to regulate gene expression and cellular lifespan.

**Figure EV5:**
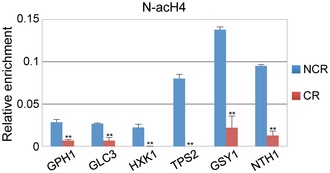
CR reduces the N‐acH4 levels at the promoter of several stress‐response genes ChIP analysis performed in BY4741 wild‐type strain grown under NCR (2% glucose) and CR (0.1% glucose) conditions. Chromatin was immunoprecipitated using antibodies against N‐acH4 and histone H4 and analyzed by qRT–PCR with primers corresponding to the indicated genes. The enrichment from the antibody was normalized to histone H4. Error bars, SEM of three independent experiments. Statistical significance was determined by unpaired two‐tailed Student's *t*‐test: **P ≤ 0.01 compared CR to NCR values.

## Discussion

Here, we identify Nat4 and its associated histone H4 N‐terminal acetylation as novel regulators of yeast replicative lifespan. They function within a CR‐controlled pathway, and their absence leads to the induction of stress response at the transcriptional level. To our knowledge, this constitutes one of the first examples where dietary intervention modulates a specific histone modification, which in turn directly impacts on the expression of certain genes that affect cellular lifespan. Hence, this study establishes N‐acH4 as a molecular link between changes in chromatin that are induced by diet to control cellular lifespan (Fig 7).

**Figure 7:**
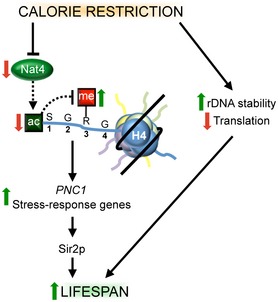
Model depicting the role of Nat4 and N‐acH4 in lifespan *NAT4* expression levels and N‐terminal acetylation on histone H4 are reduced under calorie restriction conditions. Lower levels of N‐acH4 affect the methylation status at H4R3, with this arginine being a key regulator of the lifespan extension induced by the CR pathway. Under these conditions, several stress‐response genes, including *PNC1*, are induced. Lifespan extension is probably an effect of increased Pnc1 activity and the hormesis effect caused by enhanced stress protection previously described. Calorie restriction also extends lifespan through rDNA stability and decrease in translation, pathways that are independent of Nat4.

We have previously shown N‐acH4 cross talks with an adjacent H4 modification on arginine 3 in yeast. Specifically, N‐acH4 inhibits the deposition of H4R3 asymmetric dimethylation to regulate rDNA silencing, as evidenced by enhanced H4R3me2a levels in the absence of Nat4 acetyltransferase activity (Fig EV3B and 46). Consistent with this modification cross talk, we show that the H4R3 residue is required for *nat4Δ*‐induced longevity and upregulation of stress‐response genes (Figs 5 and 6A), implicating its methylation in the proposed model (Fig 7). Moreover, the antagonistic relationship between H4R3me2a and N‐acH4 46 further supports the current results, because lack of arginine methylation in the H4R3K mutant shortens lifespan significantly (Fig 5), while loss of N‐acH4 in H4S1D, H4S1A, and *nat4Δ* has the opposite effect on replicative lifespan (Figs 1, 4 and EV3C).

Another histone H4 acetylation mark, namely H4K16ac, has already been implicated in the regulation of yeast lifespan through a mechanism that maintains telomeric silencing 5. However, we anticipated that N‐acH4 regulates lifespan through a distinct mechanism, since we have previously found that deletion of *NAT4* does not impact on telomeric silencing 46. Therefore, due to the connection of N‐acH4 with rRNA expression, we initially hypothesized that *nat4Δ* extends lifespan by altering ribosome stoichiometry and thus reducing mRNA translation, a process that was shown to extend lifespan in various model organisms 33, 62, 63, 64, 65. However, polysome profile analysis shows that deletion of *NAT4* did not affect the composition of ribosomes (Fig 2D), indicating that *nat4Δ* induces longevity independently of its role in rDNA silencing. Since lack of Nat4 reduces the abundance of all rRNAs 46, it is likely that the stoichiometry of large and small rRNA subunits is not altered, and therefore, in *nat4Δ,* the ribosomes are still assembled properly and the translational apparatus is unaffected (Fig 2D). The above findings on *nat4Δ* are also consistent with previous reports, which demonstrated that CR and its genetic mimics (i.e. *tor1Δ*) do not mediate their longevity effects through rDNA silencing 21, 22.

We then explored the possibility that *nat4Δ* prolongs lifespan through a mechanism that reduces rDNA recombination because of the following reasons. Firstly, we have shown that *nat4Δ* largely mimics CR (Figs 1 and 3) and the latter has been linked to suppression of rDNA recombination in certain cases 26, 59, 66. Secondly, *nat4Δ* enhanced RENT binding at the rDNA locus (Fig 2B) and greater RENT binding has been previously connected to increased rDNA stability 23. Thirdly, the above possibility was supported by the fact that *nat4Δ* induces *PNC1* (Fig 3), whose overexpression has already been correlated to reduced ribosomal DNA amplification through enhanced Sir2 activity 30, 59, 67 and that *nat4Δ*‐mediated longevity is dependent on the presence of Sir2 (Fig 6D). However, despite all the above indications, we did not find a connection between *nat4Δ*‐induced longevity and altered rDNA recombination (Fig 2C), suggesting that Nat4 and N‐acH4 function within a CR pathway that does not implicate rDNA stability (Fig 7). This suggestion is in line with a recent study which performed a comprehensive screen to show that more than 10% of yeast genes are associated with rDNA stability and *NAT4* was not identified as one of them 68. In conclusion, the increased binding of RENT to the rDNA locus observed in *nat4Δ* (Fig 2B) will most likely be related to the transcriptional role of Nat4 and N‐acH4 at this genomic region 46, since binding of the RENT complex is required for rDNA silencing 51.

But then, how is it possible that *nat4Δ*‐associated longevity is mediated through Pnc1 and dependent on Sir2 without involving changes in rDNA recombination? A reasonable explanation is that Pnc1 overexpression by loss of Nat4 still stimulates the activity of Sir2, which subsequently extends lifespan through reported mechanisms that are independent to rDNA recombination and the formation of ERCs 28, 69, 70. For instance, Sir2 could affect lifespan by regulating stress resistance, as indicated by the finding that *SIR2* stimulation suppresses the short lifespan phenotype of yeast exposed to hydrogen peroxide 71. Alternatively, increased activation of Sir2 through Pnc1 could impact on cellular lifespan by suppressing the accumulation of reactive oxygen species 72. Additional evidence arguing for a Pnc1 longevity effect independently of rDNA recombination comes from data concerning its functional human ortholog, known as nicotinamide phosphoribosyltransferase (Nampt) 73, 74. Nampt is upregulated under glucose limitation and activates SIRT1 75, but it is well accepted that sirtuin‐dependent inhibition of rDNA recombination and ERC formation do not play a role in human cell aging 20. Thus, we propose a model whereby reduced levels of Nat4 by calorie restriction lead to decreased nucleosomal N‐acH4 that subsequently results in increased expression of the longevity factor Pnc1 and promotion of Sir2 activity (Fig 7).

Apart from regulating the expression of Pnc1, Nat4 represses a cohort of other stress‐response genes (Fig 3 and Table EV1). Therefore, upon deletion of Nat4 and loss of N‐acH4 these genes are induced, leading to a moderate enhancement of cellular stress response. A mild stimulation of stress response could function as a protective mechanism, known as hormesis, which is biologically beneficial during cellular aging 76, 77, 78, 79. Hence, our results support the idea that reduction of N‐acH4 induces a modest stress‐response state from a young age (Fig 6A) that resembles a hormetic effect, thus preparing cells to counteract severe stress when needed during their lifetime (Fig 7). This idea is also consistent with the suggestion that CR acts by inducing moderate stress that culminates in enhanced stress resistance and ultimately longevity 80. Furthermore, a similar CR‐mediated longevity pathway, which is distinct from Tor1‐ and sirtuin‐dependent pathways, has been proposed to be initiated by inactivation of the ATP‐dependent chromatin remodeling enzyme Isw2. However, this longevity pathway is driven through induction of a different cohort of stress‐response genes than those controlled by Nat4. Isw2 inactivation extends replicative lifespan primarily through activation of genes involved in HR‐based DNA repair 36. 

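On the scale log2(RPKM + 1), which holds down ratios of weakly expressed genes, the largest increase in nat4Δ after HXK1 and GPH1 was in RGI1, from 36.1 to 696 RPKM with a log2 fold change of 4.23. GSY1 came next, followed by TMA10, which rose from 6.53 to 122 RPKM with a log2 fold change of 4.03. The term D-glucose transmembrane transporter activity had 3 of its 5 genes upregulated, with an adjusted p of 0.033 (Fisher's exact test).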

On the contrary, deletion of Nat4 and loss of N‐acH4 activates genes mainly involved in glucose metabolism and energy reserve pathways (Fig 3 and Table EV1). Consistently, previous studies have shown that glucose and nutrient limitations in general reprogram yeast metabolism by promoting the accumulation of energy reserve stores 81, 82. In addition, such cellular metabolic shift occurs during physiological yeast aging 14, 83, 84, supporting the idea that this stress response constitutes a hormetic effect stimulated by CR or Nat4 deletion. Nat4 was first identified in yeast, and at the time, it was also predicted to have homologues in higher eukaryotes, including mammals 41. Indeed, it was later shown that its human ortholog hNaa40 has a conserved activity toward histones H4 and H2A 45 and regulates the expression of ribosomal RNAs 47. Recently, the mouse Nat4 ortholog, also known as Patt1, has been implicated in the aging process because its deficiency in mice attenuates an age‐associated liver disease by altering lipid metabolism 48. Specifically, Patt1 knockout enhances fatty acid oxidation leading to a reduction in fat mass 48. Interestingly, CR has been associated with increased fatty acid oxidation and decreased fat mass as a result of adiponectin upregulation 85. This evidence indicates a resemblance of Patt1 deficiency to CR and suggests that mammalian Nat4 orthologs may also function as regulators of lifespan.

All in all, our findings propose that upon depletion of Nat4 and loss of N‐acH4, a cellular environment is established that partially mimics a state of calorie restriction. Under this condition, metabolic and stress‐response genes become activated, rendering cells more resistant to stress as they age. Therefore, these recent developments provide new leads that will help reveal the mechanisms underlying the anti‐aging effect of CR. In particular, future studies could establish whether the model proposed in this report (Fig 7) comprises an epigenetic pathway in human cells controlled by CR that could potentially be exploited in a therapeutic strategy for delaying or reversing age‐related diseases.

## Materials and Methods

### Yeast strains

Strains are listed in Table EV4.

### Growth conditions

Cells were grown overnight in liquid or solid rich (YPAD) or minimal (SD) medium at 30°C. Cultures were then diluted to O.D. 0.1 in medium with 2 or 0.1% glucose and grown to O.D. 0.8 within exponential phase. Cells were collected and processed immediately in downstream applications.

### Antibodies

Rabbit polyclonal antibodies were raised against H4R3me2a and N‐acH4 by Eurogentec (Belgium). Additional details and characterization of these antibodies are provided in 46, 47. Other antibodies used were as follows: H4 (62‐141‐13; Millipore), H3 (ab1791; Abcam), Naa40^51^ (a gift from Qwei Zhai), and IgG (NB810‐56910; Novus Biologicals).

### Replicative lifespan

RLS studies were performed as described previously 86, 87. Exponentially growing cells were placed on a petri dish, and mother and daughter cells were differentiated using a tetrad dissector microscope (SporePlay, Singer SP0‐001). Virgin daughter cells were isolated as buds from mother cells and every division was recorded. Data were used to generate a survival growth curve and calculate mean lifespan. The nature of this study is explorative, and thus, the experiments had no pre‐specified effect size. A minimum of 60 cells of each wild‐type and mutant strain were monitored. WT control cells were always analyzed in parallel to the mutant strains in order to ensure accuracy in our findings. Sample preparation involved randomization, and the analysis was done by two co‐authors, who were blinded for the identity of the yeast strains. Statistical analysis was performed by one‐way ANOVA using GraphPad Prism data software.

### Gene expression analysis

Total RNA from logarithmically grown (O.D. 0.8) yeast cells was isolated using the hot phenol extraction method 88 and then treated with TURBO DNA‐free DNase kit (Ambion, AM1907). Isolated RNA (0.5 μg) was reverse‐transcribed with PrimeScript RT reagent kit (TaKaRa, RR820A) using oligo dT primer (50 μΜ) and random hexamers (100 μΜ). A negative control reaction was carried out without the RT enzyme. The reaction was diluted by adding 70 μl of DNase RNAse‐free water and then analyzed with real‐time PCR. Target gene expression levels were measured by SYBR Green‐based qPCR (Kapa SYBR Fast Master Mix, KK4602) using gene‐specific primers (Table EV5) and a Bio‐Rad CFX96 Real‐Time PCR system. Expression levels were normalized to the control genes *RPP0, ACT1,* or *TAF10*. Error bars for each sample represent the standard error of the mean. Statistical significance *P*‐values were calculated by unpaired two‐tailed Student's *t*‐test using GraphPad Prism data software.

### ChIP

ChIP assays were performed as described previously 89. Briefly, the cells were grown to mid‐exponential phase at 30°C and then fixed by adding 37% formaldehyde to the media (1.25% final concentration) and incubating with gentle shaking at room temperature for 2 h. Cells were then pelleted and lysed with sonication. The chromatin was immunoprecipitated with the following antibodies: anti‐NacH4, anti‐H4, and anti‐IgG as a negative control. In ChIPs performed with TAP‐tagged strains, anti‐IgG was used for the immunoprecipitation of the tagged protein, while the untagged equivalent strain was used as a negative control. A Bio‐Rad CFX96 Real‐Time PCR system and 96‐well plates were used for real‐time PCR. Error bars for each sample represent the standard error of the mean. Statistical analysis and calculation of *P*‐values were performed by unpaired two‐tailed Student's *t*‐test using GraphPad Prism data software. The primers used are listed in Table EV5.

### RNA‐Seq analysis

Total RNA was extracted as above. Each extraction experiment was performed in independent triplicates. Samples were sequenced at BGI (www.genomics.cn) and EMBL GeneCore facility (www.genecore.embl.de). Paired‐end cDNA libraries were prepared from 10 μg of total RNA using the Illumina mRNA‐Seq‐Sample Prep Kit according to manufacturer's instructions. cDNA fragments of ~400 bp were purified from each library and confirmed for quality by Agilent 2100 Bioanalyzer. High‐throughput sequencing was done on an Illumina HiSeq2000 platform, according to the manufacturer's instructions. Quality of the sequenced reads was checked by FastQC 0.11.1 (S. Andrews. FastQC A Quality Control tool for High Throughput Sequence Data. http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The reads were mapped to the reference yeast genome sequence sacCer3 (UCSC/SGD Apr2011) 90 using GSNAP 2014‐09‐30 91. Used GSNAP settings: gsnap ‐N 1 ‐n 1 ‐O ‐A sam –merge‐distant‐samechr ‐s splicesites sacCer3_Ensemble78.iit. Only uniquely mapped reads were considered for further analysis. Mapped reads were post‐processed using SAMtools 0.1.16 92. Gene abundance was quantified using HTSeq‐count 0.6.1 93, with the Ensembl gene annotation (release 78) 94 and with taking strandeness of the sequencing protocol into the account. Used HTSeq‐count settings: htseq‐count ‐f bam ‐r pos ‐s reverse ‐m union ‐a 10 ‐t exon ‐i gene_id. Gene expression analysis was performed using Bioconductor R package edgeR 3.8.2 95. Differential gene expression was calculated using information from two biological replicates for each condition using generalized linear model 96 with tagwise dispersion 97 and FDR correction according to the edgeR vignette. Expression levels were normalized using TMM 98. Genes were considered as differentially expressed if abs(logFC) ≥ 1 and FDR ≤ 0.0001. Transcriptome data were deposited at the genome expression omnibus repository (GEO) with the accession number GSE86242.

### Gene ontology

Analysis was done using the Database for Annotation Visualization and Integrated Discovery DAVID 6.7 99. We used Functional Annotation Clustering to get enriched GO clusters. EASE score 100 was used to select significantly over/under‐represented GO clusters with an enrichment score for each cluster given as a mean of −log10p of member GO categories with *P* < 0.05. Only genes expressed in at least one replicate were used as background for the GO clusters calculation.

### Venn diagrams

Venn diagrams were generated using online tool Venny 2.0. Significance of the overlap was evaluated using R package gmp 0.5‐12. gmp: Multiple Precision Arithmetic. R package version 0.5‐12 (http://CRAN.R-project.org/package=gmp) using hypergeometric *P*‐value.

### Western blotting

Western blotting assays were performed as described previously 46. Briefly, cells were grown to mid‐exponential phase at 30°C. Total yeast extracts were prepared by resuspending cell pellets in SDS loading buffer (50 mM Tris–HCl pH 6.8, 2% SDS, 10% glycerol, 1% β‐mercaptoethanol, 12.5 mM EDTA, and 0.02% bromophenol blue). Proteins were separated in a 15% SDS–PAGE at 200 V for 1 h, and then, they were wet transferred into a PVDF membrane (GE Healthcare life sciences) with 20% methanol transfer buffer (25 mM Tris, 192 mM glycine, pH 8.3), at 100 V for 1 h. The membrane was blocked in 5% BSA, 0.1% Tween‐20 TBS buffer (25 mM Tris, 150 mM NaCl, 2 mM KCl, pH 8) before incubation with the appropriate antibody.

### Polysome profiling analysis

Polysome profiling was performed as described previously 101. Briefly, strains were grown at 25°C in 100 ml yeast extract–peptone–dextrose medium to early log phase (A600 of 0.6), and subsequently, cycloheximide (final concentration, 100 μg/ml) was added. Extract preparation and sucrose gradient centrifugation were performed as described previously 102.

### Quantification of rDNA copy number and mRNA expression in isolated old and young yeast cells

Purification of replicatively aged yeast cells was performed as described 103. Genomic DNA was extracted using YeaStar Genomic DNA Kit (Zymo), and relative rDNA copy number was measured by quantitative real‐time PCR (Thermo Fisher) using primer sets targeting rDNA loci NTS2‐1, RDN58‐1, and RDN18‐1, as well as control regions (ACT1 and an intergenic region on chromosome V). Measurements from the rDNA loci and the control regions were averaged respectively and compared (*n* = 3). Total RNA was extracted using RNA purification mini kits (QIAGEN), and gene expression was measured by quantitative real‐time PCR as described above.

## Author contributions

DM‐S, VS, ES, DK, GZ, HB, WD, and AK designed the experiments; DM‐S and VS performed RNA isolation, reverse‐transcription qPCRs, and ChIP assays; VS prepared samples for RNA‐sequencing and analyzed data; DM‐S and ES constructed mutant yeast strains; DM‐S performed immunoblot analysis; ES and CD performed replicative lifespan experiments; JO analyzed transcriptome data; WL and WD isolated young and old yeast cells, extracted RNA, and analyzed rDNA copy number; GZ and HB performed polysome profiling analysis; and the manuscript was written by AK and critically read by DM‐S.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Table EV5 Click here for additional data file.

Review Process File Click here for additional data file.

# Supplementary material for: Loss of Nat4 and its associated histone H4 N‐terminal acetylation mediates calorie restriction‐induced longevity
**Source:** EMBO Rep. 2016 Oct 31;17(12):1829–43. doi: 10.15252/embr.201642540
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

Expanded View Figures

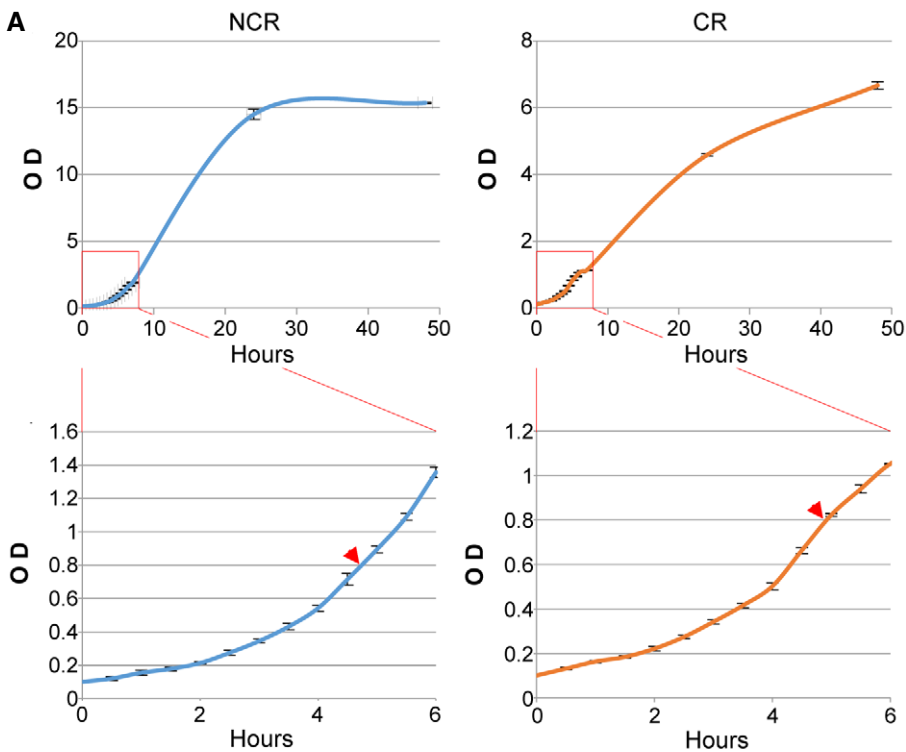

**Figure EV1. *nat4Δ*-induced longevity is epistatic to *TOR1* deletion.**

**A** Growth curves of the BY4741 strain cultured at 30°C in rich YPD medium containing 2% (left) or 0.1% (right) glucose. Cells were harvested for downstream applications at O.D. 0.8 (indicated by an arrowhead in the bottom panels) prior to glucose exhaustion and entry to stationary phase.

**B** Replicative lifespan (RLS) for BY4742 wild-type, *nat4Δ*, *tor1Δ*, and double-mutant strains. Values in parentheses indicate mean lifespan. Statistical significance was determined by one-way ANOVA test: \*\* $P \leq 0.01$ ; \*\*\*\* $P \leq 0.0001$ ; ns = non-significant.

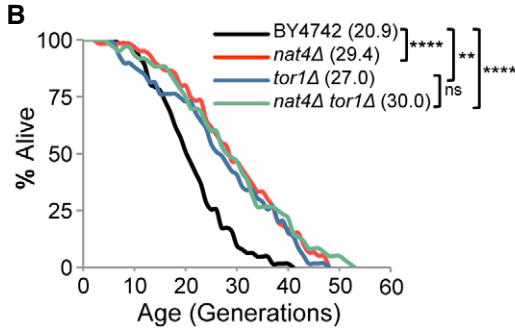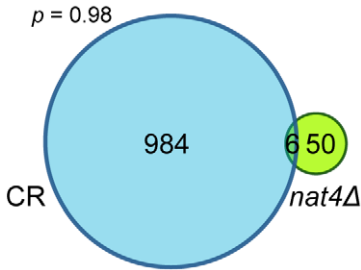

**Figure EV2. Overlap of downregulated genes in *nat4Δ* and CR.**

Venn diagram showing the overlap (six genes) between downregulated genes in *nat4Δ* cells (56) and wild-type cells grown in calorie restriction conditions (990). Significance of overlap between the two sets is shown as  $P = 0.98$  (calculated by hypergeometric test [phyper]).

**A**

|                   |     |                         |                                |                                 |                            |  |
|-------------------|-----|-------------------------|--------------------------------|---------------------------------|----------------------------|--|
|                   |     |                         |                                |                                 | Acetyl-CoA<br>Binding site |  |
| Naa40 (Human)     | 122 | SHFRFDVECGDE.....VLYCYE | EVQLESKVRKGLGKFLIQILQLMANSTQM  | 168                             |                            |  |
| Naa40 (Mouse)     | 122 | SHFRFDVECGDE.....VLYCYE | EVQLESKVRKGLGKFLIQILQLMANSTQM  | 168                             |                            |  |
| CG7593 (Fly)      | 109 | AMFRFDMDHGDC.....VLYCYE | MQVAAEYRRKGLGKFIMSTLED CARLWHL | 155                             |                            |  |
| SPCC825 (S.pombe) | 94  | LSFEDTVEAGLT.....CLYIYE | IQLD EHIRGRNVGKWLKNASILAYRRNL  | 148                             |                            |  |
| Nat4 (Yeast)      | 158 | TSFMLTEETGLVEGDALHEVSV  | VPVIYLYE                       | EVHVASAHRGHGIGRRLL EHALCDGVARHT | 215                        |  |

**B**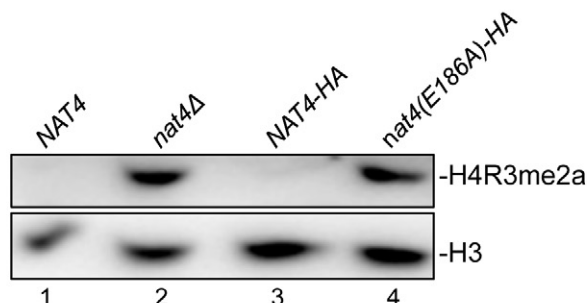**C**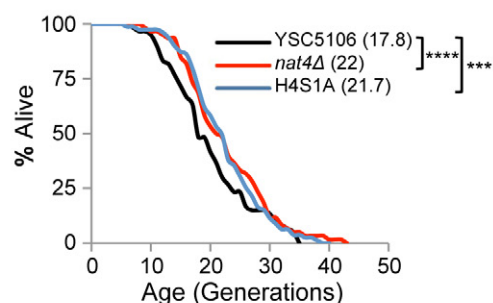**D**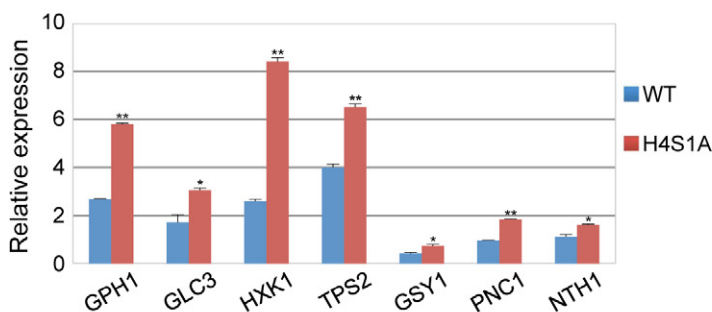**E**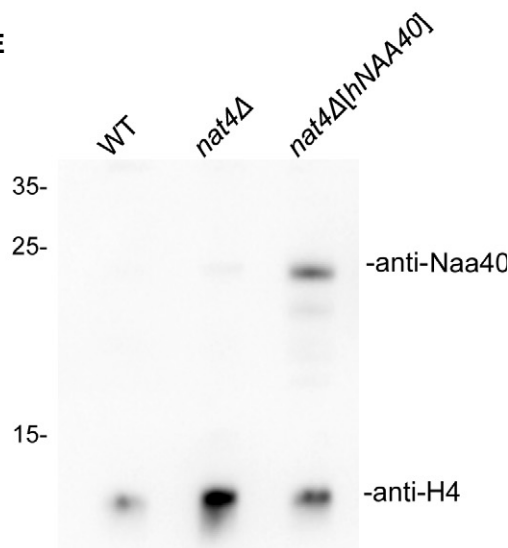**Figure EV3. nat4Δ-induced longevity is mediated through loss of H4 N-terminal acetylation.**

- A** Sequence alignment showing the conservation of the NAT4 catalytic motif in five different species. The mutated residue is highlighted in green.
- B** Whole-cell extracts from strains containing wild-type Nat4 (lanes 1 and 3) a deletion of the NAT4 gene (lane 2) and Nat4 catalytic mutant (lane 4) were analyzed by Western blotting using an antibody against H4R3me2a. The wild-type in lane 3 and the E186A catalytic mutant (lane 4) have a C-terminal hemagglutinin (HA) tag. Equal loading was monitored using an H3 antibody.
- C** RLS analysis for YSC5106 wild-type, nat4Δ, and H4S1A strains. Values in parentheses indicate mean lifespan. Statistical significance was determined by one-way ANOVA test: \*\*\* $P \leq 0.001$ ; \*\*\*\* $P \leq 0.0001$ .
- D** Gene expression analysis of the indicated stress-induced genes in YSC5106 wild-type and H4S1A strains. Expression levels were normalized to *RPOD* whose expression remains unchanged. Error bars, SEM of three independent experiments. Statistical significance was determined by unpaired two-tailed Student's *t*-test: \* $P \leq 0.05$  and \*\* $P \leq 0.01$  compared to wild-type values.
- E** Whole yeast cell extracts prepared from BY4742 WT(+pBEVY-U), nat4Δ(+pBEVY-U), and nat4Δ[pBEVY-U-hNAA40] strains were analyzed by Western blotting using the indicated antibodies. Loading was monitored with an antibody against histone H4.

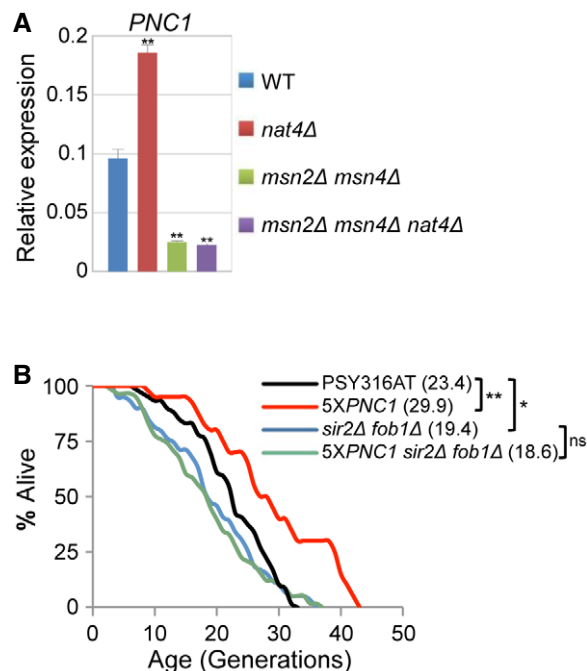

**Figure EV4. *PNC1* overexpression is unable to extend lifespan in cells lacking Sir2 and Fob1.**

**A** *PNC1* mRNA levels analyzed by qRT-PCR using total RNA extracted from BY4741 wild-type, *nat4Δ* single-, *msn2Δ msn4Δ* double-, and *msn2Δ msn4Δ nat4Δ* triple-mutant strains in 2% glucose. Expression levels were normalized to *ACT1*, whose expression remains unchanged. Error bars, SEM of three independent experiments. Statistical significance was determined by unpaired two-tailed Student's *t*-test: \*\**P* ≤ 0.01 compared to wild-type values.

**B** Replicative lifespan (RLS) for PSY316AT wild-type, 5x*PNC1*, *sir2Δ fob1Δ*, and 5x*PNC1 sir2Δ fob1Δ* mutant strains. Values in parentheses indicate mean lifespan. Statistical significance was determined by one-way ANOVA test: \**P* ≤ 0.05; \*\**P* ≤ 0.01; ns = non-significant.

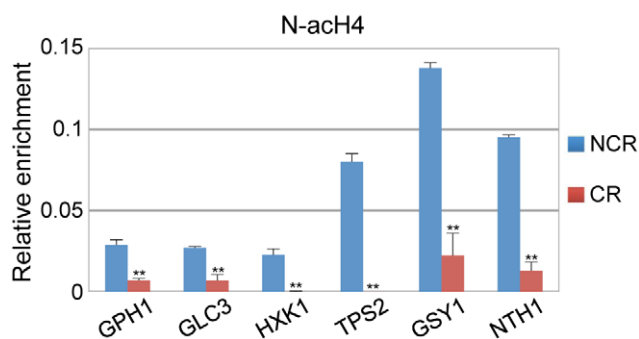

**Figure EV5. CR reduces the N-ach4 levels at the promoter of several stress-response genes.**

ChIP analysis performed in BY4741 wild-type strain grown under NCR (2% glucose) and CR (0.1% glucose) conditions. Chromatin was immunoprecipitated using antibodies against N-ach4 and histone H4 and analyzed by qRT-PCR with primers corresponding to the indicated genes. The enrichment from the antibody was normalized to histone H4. Error bars, SEM of three independent experiments. Statistical significance was determined by unpaired two-tailed Student's *t*-test: \*\**P* ≤ 0.01 compared CR to NCR values.

# Supplementary material for: Loss of Nat4 and its associated histone H4 N‐terminal acetylation mediates calorie restriction‐induced longevity
**Source:** EMBO Rep. 2016 Oct 31;17(12):1829–43. doi: 10.15252/embr.201642540
**Supplement:** Supplementary file 2 — Table EV1

**Table EV1**: List of upregulated genes in *nat4Δ* [abs(logFC) >= 1 and FDR <= 0.0001]

| **Systematic name** | **Gene name** | **Fold increase (log2)** |
| --- | --- | --- |
| *YML128C* | *MSC1* | 1,117497059 |
| *YPR184W* | *GDB1* | 1,116082989 |
| *YNR001C* | *CIT1* | 1,111483716 |
| *YML118W* | *NGL3* | 1,097256267 |
| *YJL141C* | *YAK1* | 1,094768886 |
| *YOR065W* | *CYT1* | 1,086110143 |
| *YOR289W* | *YOR289W* | 1,083480723 |
| *YER079W* | *YER079W* | 1,06127697 |
| *YLR267W* | *BOP2* | 1,053261375 |
| *YFL030W* | *AGX1* | 1,048893245 |
| *YCL042W* | *YCL042W* | 1,043156876 |
| *YCR091W* | *KIN82* | 1,033816909 |
| *YPR036W-A* | *YPR036W-A* | 1,030643401 |
| *YKR046C* | *PET10* | 1,018940023 |
| *YLL041C* | *SDH2* | 1,006587123 |

# Supplementary material for: Loss of Nat4 and its associated histone H4 N‐terminal acetylation mediates calorie restriction‐induced longevity
**Source:** EMBO Rep. 2016 Oct 31;17(12):1829–43. doi: 10.15252/embr.201642540
**Supplement:** Supplementary file 3 — Table EV2

**Table EV2:** List of downregulated genes in *nat4Δ* [abs(logFC) >= 1 and FDR <= 0.0001]

# Supplementary material for: Loss of Nat4 and its associated histone H4 N‐terminal acetylation mediates calorie restriction‐induced longevity
**Source:** EMBO Rep. 2016 Oct 31;17(12):1829–43. doi: 10.15252/embr.201642540
**Supplement:** Supplementary file 4 — Table EV3

**Table EV3**: Common deregulated genes in *nat4Δ* and CR [abs(logFC) >= 1 and FDR <= 0.0001]

# Supplementary material for: Loss of Nat4 and its associated histone H4 N‐terminal acetylation mediates calorie restriction‐induced longevity
**Source:** EMBO Rep. 2016 Oct 31;17(12):1829–43. doi: 10.15252/embr.201642540
**Supplement:** Supplementary file 5 — Table EV4

**Table EV4**: List of yeast strains

| **Name** | **Genotype** | **Reference** |
| --- | --- | --- |
| BY4741 | *MAT****a****, ura3Δ0, leu2Δ0, his3Δ1, met15Δ0* | Euroscarf |
| Y06202 | Same as BY4741, with *nat4::KanMX4* | Euroscarf |
| AK634 | Same as BY4741, with *Pste5-NAT4::NatMX* | This work |
| BY4742 | *MAT****α****, ura3Δ0, leu2Δ0, his3Δ1, lys2Δ0* | Euroscarf |
| DH461 | Same as BY4742, with *tor1::URA3* | Steffen, K.K. *et al*. (2008), *Cell* **133**, 292 |
| AK509 | Same as BY4742, with *nat4::NatMX4* | This work |
| AK511 | Same as BY4742, with *tor1::URA3, nat4::KanMX4* | This work |
| SF10 | BJ5459, *MAT****a*** *ura3-52, trp1, lys2-801, leu2Δ1, his3Δ200, pep4::HIS3, prb1Δ1.6R can1* | Huang, J. and Moazed, D. (2003), *Genes Dev*, **17**, 2162 |
| DMY1690 | SF10 with *NET1-TAP::K.l-TRP1* | Huang, J. and Moazed, D. (2003), *Genes Dev*, **17**, 2162 |
| AK568 | Same as SF10, with *nat4::KanMX* | This work |
| AK569 | Same as DMY1690, with *nat4::KanMX* | This work |
| AK563 | Same as BY4741 except *nat4::nat4E186A-HA-KanMX4* | This work |
| YSC5106 | *MAT****a****, his3Δ200, leu2Δ0, lys2Δ0, trp1Δ63, ura3Δ0, met15Δ0, can1::MFA1pr-HIS3, hht1-hhf1::NatMX4, hht2-hhf2::*[*HHTS-HHFS*]**-URA3* | Open biosystems |
| AK315 | Same as YSC5106, with *nat4::KanMX4* | Schiza, V. *et al.* (2013), *PLoS Genetics*, **9**:e1003805 |
| YSC5106 H4S1D | Same as YSC5106, except *hht2-hhf2::*[*HHTS-HHFS S1D*]*-*URA3* | Open biosystems |
| YSC5106 H4S1A | Same as YSC5106, except *hht2-hhf2::*[*HHTS-HHFS S1A*]*-*URA3* | Open biosystems |
| YSC5106 H4R3K | Same as YSC5106, except *hht2-hhf2::*[*HHTS-HHFS R3K*]*-*URA3* | Open biosystems |
| AK318 | Same as H4R3K, with *nat4:NatMX4* | Schiza, V. *et al.* (2013), *PLoS Genetics*, **9**:e1003805 |
| Y10000 pBEVY-U | *MAT****α****, ura3Δ0, leu2Δ0, his3Δ1, lys2Δ0* + pBEVY-U | Hole, K. *et al*. (2011), *PLoS One* **6**:e24713 |
| Y16202 pBEVY-U | Same as Y10000 pBEVY-U, with *nat4::KanMX4* | Hole, K. *et al*. (2011), *PLoS One* **6**:e24713 |
| Y16202 pBEVY-U-h*NAA40* | Same as Y16202 pBEVY-U, except pBEVY-U-h*NAA40* | Hole, K. *et al*. (2011), *PLoS One* **6**:e24713 |
| Y04405 | Same as BY4741, with *pnc1::KanMX4* | Euroscarf |
| AK490 | Same as BY4741, with *pnc1::KanMX4*, *nat4::NatMX4* | This work |
| JK9-3D***α*** | *MATα leu2-3,112*, *ura3-52*, *rme1*, *trp1*, *his4* | Miranda, T.B. *et al.* (2006), *Biochem. J.* **395**, 563 |
| AK365 | Same as JK9-3D**α**, with *nat4:NatMX4* | This work |
| AK502 | Same as BY4741, with *fob1::KanMX4*, *sir2::NatMX4* | This work |
| AK503 | Same as BY4741, with *fob1::URA3*, *nat4::KanMX4*, *sir2::NatMX4* | This work |
| PSY316AT | *MATα*, *ura3-53*, *leu2-3.112*, *his3-Δ200*, *ade2-101*, *can1-100*, *ADE2- TEL V-R* | Mills, K.D. *et al*. (1999), *Cell*, 97, 609 |
| YDS1847 | Same as PSY316AT with 5x*PNC1-URA3* | Anderson, R.M. *et al.* (2003), *Nature*, **423**, 181 |
| AK640 | Same as YDS1847, with *fob1::KanMX4*, *sir2::HIS3* | This work |
| AK641 | Same as YDS1845, with *fob1::KanMX4*, *sir2::HIS3* | This work |
| *msn2Δ/msn4Δ* | Same as BY4741, with *msn2::NatMX4* *msn4::KanMX4* | Dolz-Edo, L. *et al*. (2013), *MCB,* **33**, 636 |
| AK631 | Same as BY4741, with *nat4::BleMX4* | This work |
| AK633 | Same as BY4741, with *msn2::NatMX4*, *msn4::KanMX4*, *nat4::BleMX4* | This work |

# Supplementary material for: Loss of Nat4 and its associated histone H4 N‐terminal acetylation mediates calorie restriction‐induced longevity
**Source:** EMBO Rep. 2016 Oct 31;17(12):1829–43. doi: 10.15252/embr.201642540
**Supplement:** Supplementary file 6 — Table EV5

**Table EV5**: **Primers used in this work**

| **Primers** | **Forward (5’- 3’)** | **Reverse (5’- 3’)** |
| --- | --- | --- |
| **ChIP assays** | | |
| ***1*** | TGCAAAGATGGGTTGAAAGA | GCTCCATGAAGCAAACTGTC |
| ***2*** | AACAGTGAACAGTGGGGACA | TGCCATCATCATTCCCTAGA |
| ***3*** | CGGTATGCGGAGTTGTAAGA | TACACCCTCGTTTAGTTGCTTCT |
| ***4 (RDN5)*** | TGGTAAGAGCCTGACCGAGT | GATTGCAGCACCTGAGTTTC |
| ***5*** | CATATATTTCTTGTGTGAGAAAGG | GGGTAACCCAGTTCCTCACTA |
| ***6*** | GTTAAGGCAGAGCGACAGAGA | CCTCCCAACTACTTTTCCTCACA |
| ***7 (RDN18)*** | CGTGTACTGGATTTCCAACG | CAAGAGCCACAAGGACTCAA |
| ***8 (RDN58)*** | AACGGATCTCTTGGTTCTCG | TGTGCGTTCAAAGATTCGAT |
| ***9 (RDN25)*** | CGGCGGGAGTAACTATGACT | CCATTCATGCGCGTCACTAA |
| ***10*** | CGACTTAGATGTACAACGGGG | CTCTCTAAACTAGGCCCCGG |
| ***ETS1*** | CAAGAGGGAATAGGTGGGAAAA | GACAAGCATATGACTACTGGCA |
| ***PNC1-P*** | CCGTTTGGCCCACTATGTAT | TCACCTATTGCATCCAACCA |
| ***PNC1-S*** | TTGTGGTCACCAGAGATTGG | CTGGCCTTGGAGAGTGGTAG |
| ***PNC1-E*** | GACCACTGTCCTGCTGGATT | TTGTGGGCCTTCAACTCTTC |
| ***TAF10*** | CCTATCATTCCCGATGCAGT | CCTTGCAATAGCTGCCTAGC |
| ***GPH1-P*** | ACGCCTTCCCCAATTACC | CGTCGGTGTTCCTTCCTTAT |
| ***GLC3-P*** | TCTTGTTCCTGAACGGTGAA | AGGGGTATTGCGGAAGAGAT |
| ***HXK1-P*** | TGGTTGCAAAAACCAACAAA | TCCTCTCAACGGTCCTAAGGT |
| ***TPS2-P*** | CATACAGGGAAATCGGCAGT | GGCGTATTGTCCCAAAGAAA |
| ***GSY1-P*** | CGCCGTAAACGGAATCTTT | GTTCTGTGGCAGGAAATGGT |
| ***NTH1-P*** | GCCTGAAAAGATCGCAAAAC | GGAAAACGATAGGGGGAAAA |
| **Gene expression analysis** | | |
| ***RPP0*** | AACGGTCAAGTGTTCCCATC | AGCGGAAACGAAGTGAGAAA |
| ***TAF10*** | CCTATCATTCCCGATGCAGT | CCTTGCAATAGCTGCCTAGC |
| ***ACT1*** | AGATTCAGAGCCCCAGAAGC | TACCGGCAGATTCCAAACCC |
| ***GPH1*** | TACCACGGCGATTATTACCTG | TTGATTGTGGAACTCCTGGTC |
| ***GLC3*** | TGCTTCTAAAAACGTCGAGGA | CACCCCTACCGGAGCTTATAG |
| ***HXK1*** | GCCGACTCTTTGAAGGACTTT | GGTGTCCTTGGTGTTTAGCA |
| ***TPS2*** | ATCCTGTCACTGTGGGATCTG | TTGCTGAGGATCGGTTAAATG |
| ***GSY1*** | AACAAACGTTTCTGGGTTCG | TGCTCGACAGATTCATCAGG |
| ***PNC1-E*** | GACCACTGTCCTGCTGGATT | TTGTGGGCCTTCAACTCTTC |
| ***NTH1*** | GAGTCGGGGTTTTTCTTTGAC | CGGATTCGTATGACGTTCTGT |
| ***ΝΑΤ4*** | TATATGAGGCGCTTGGGTTC | GTGACGAATTGTGGGTGATG |

How the deposited data were processed for this re-analysis (not part of the article)

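RNA-seq values were analyzed for 4 conditions of yeast: WT and nat4Δ cells in 2% glucose, and WT cells in 2% glucose (NCR) and in 0.1% glucose (CR). Each condition had 1 column of expression values and 1 column of FDR values. According to the methods, the authors mapped the reads with GSNAP, kept unique reads, counted them on Ensembl 78 genes with HTSeq-count 0.6.1, tested them with edgeR 3.8.2 on 2 biological replicates per condition and clustered GO terms with DAVID 6.7.

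For WT and nat4Δ the authors deposited RPKM values. A search for the step between values found 1 library, or 1 pool of reads, per strain, and the number of reads on a gene is its value times its summed exon length in the R64 reference divided by that step. For NCR and CR the column heading is RPKM, but the deposited values are the mean over 2 libraries of reads per 1000000 (RPM) of a whole-number total, in which gene length plays no part. The columns sum to 1.05e+06 and 1.02e+06, so these totals are not the sums of the reads on genes. Reads per library were taken only for genes with a single solution. The libraries were numbered by the size of their total, since no labels tell them apart. The FDR values that the authors deposited are the same in both files of a comparison, and were used only in alternatives.

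The analysis plan foresaw read counts with replicates. The values were normalized, so its branch for normalized values applied: log2(value + 1), a value above 1 in at least 1 of the 2 columns compared, a threshold of 1 on the log2 fold change in either direction and no test. No scaling between columns was added. Confidence intervals of single libraries are exact binomial (Clopper-Pearson) intervals at 95%, conditional on the sum of the reads in both strains. They cover counting error only and say nothing about the spread between cultures. Comparisons were nat4Δ with WT, CR with NCR, and NCR with WT. For the last, NCR values were divided by exon length so that both had the same unit. Overlaps of lists were tested with the one-sided hypergeometric test, and GO terms annotated directly in the reference with the one-sided Fisher's exact test and Benjamini-Hochberg adjustment. Only annotations with a note of experimental evidence in the reference were used. DAVID was not used here. The hypergeometric background was the genes past the filter in both comparisons.

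The genes named were set by a rule: the genes the paper names with the RNA-seq or its RT-qPCR, the 5 genes with the largest rise and the 5 with the largest fall in each comparison among called genes with a mean of at least 5 units, the downregulated genes of Table EV3, the neighbors of NAT4, the marker genes of the strain, and at most 5 genes of Tables EV1 to EV3 that change the other way or are not called. Genes were matched between the pairs of columns by locus name in R64, which covered 5639 genes of WT and nat4Δ and 5491 of NCR and CR.

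Alternatives tried were median-of-ratios scaling, equal column totals, a pseudocount of 0.1, no filter, at least 10 units in every column, a threshold of 1.5, the other wild-type culture as control, a background of all genes, and the lists of Tables EV1 and EV2. Added later were trimmed-mean-of-M-values scaling (trims of 30% and 5%), the plain ratio with the deposited FDR (0.001 in place of a value of 0), limma with trimmed-mean scaling on the recovered reads, and leaving out each recovered library. No pairing of libraries is stated, and none was used.

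Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Random draws used seed 1. The methods were tested on simulated data. All read numbers came back in 1 library (100% of 5711 genes). With 2 libraries 98.9% of 5840 genes had 1 solution, and 100% of those were right. The Poisson test of 1 library against 1 called 5.66% of unchanged genes at p of at most 0.05. A true shift of 0.5 between columns was found as 0.51 by either scaling. With 2 libraries against 2, limma found 96% of the changed genes, and 4.95% of its calls were unchanged genes.

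Lifespan, RT-qPCR, chromatin and protein measurements of the paper were not analyzed here.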

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

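Of the tests that follow, the hypergeometric test and the comparison of the NCR libraries were chosen after the results had been seen. Scaling by the median of ratios was chosen in advance as another way to compute the counts, but its use as a test of the difference between the wild-type cultures was also chosen after the result had been seen.

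A set of 10 genes was upregulated in nat4Δ and downregulated in CR, a direction that the paper does not discuss. Among them TPO2 had log2 fold changes of 2.66 in nat4Δ and −5.16 in CR, HXT4 had 3.20 and −2.82, TDA6 had 1.03 and −3.15, HSP30 had 1.99 and −1.80, and PMP2 had 1.25 and −2.30. They had 27 to 1342 reads in WT. Their number is near that of independent lists (11.3 expected, exact one-sided hypergeometric p = 0.708). The lists were not independent, though. In both comparisons 93 genes were upregulated, against 35.3 expected, and these could not also be downregulated in CR. The test therefore cannot decide whether an overlap by chance explains the size of the set. In limma on the recovered reads 10 of the 10 genes passed, but they had been chosen for their decrease in the same reads. In each of the 10, both NCR libraries had more reads than either CR library. TPO2 had 2133 and 1168 reads in NCR against 44 and 21 in CR, and YNR014W had 112 and 187 against 57 and 56. The genes were chosen on the means of these same libraries, which makes such a separation likely, and the reads are not adjusted for depth. The reads therefore cannot decide whether spread between libraries was the source of the decrease in CR. An error shared by both libraries of a condition cannot be told apart. In the other wild-type culture, NCR, 7 of the 10 were higher than in WT by at least 1 on the log2 scale, a ratio that shares its WT values with the increase in nat4Δ. The increase in nat4Δ has no replicates behind it and cannot be told apart from a difference between single cultures. Scaling by the median of ratios gave 17 such genes.

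Between WT and NCR, both wild type in 2% glucose, 1699 of 5357 genes differed by at least 1 on the log2 scale, 810 higher and 889 lower in NCR. The 2% of WT was taken from the paper's figure legend for nat4Δ, since the labels of WT give no glucose. The paper makes no comparison of these samples. Gene length was not a cause that the test could find (Spearman correlation of the log2 ratio with exon length −0.0136). Scaling by the median of ratios left 1667 genes, 872 higher and 795 lower in NCR. With columns scaled to equal totals there were 1744, 1201 higher and 543 lower, so the split by direction depended on the scaling. The spread between the 2 NCR libraries was far smaller, with 73 of 5659 genes past the same threshold, and 133 of 5741 between the 2 CR libraries. The paper names 2 sequencing facilities, and does not say which samples went to which, so batch, library preparation and culture cannot be told apart, and a difference of this kind could account for the 1699 genes. No biological explanation was tested, since the design gives none.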

How the results depend on the processing

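The alternatives in the next 2 paragraphs were set before the data were examined, and those in the paragraph after them were chosen after seeing the data. For the numbers of genes up and down in each comparison and shared by both, the number of genes that differ between NCR and WT, the correlation, the number of GO terms enriched in nat4Δ, and the log2 fold changes of NAT4, PNC1 and SIR2, an alternative with no value given here stayed within 1.5 times the count, or within the error. The cause was not tested for any of the changes. SIR2 in nat4Δ changed sign with the other wild-type culture as control.

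With median-of-ratios scaling, nat4Δ had 18 downregulated genes, CR had 859 upregulated and 999 downregulated genes, and log2 fold changes were −1.32 for NAT4 in CR, 1.62 and 0.90 for PNC1 in nat4Δ and in CR, and −0.24 for SIR2 in nat4Δ. With a pseudocount of 0.1, nat4Δ had 69 downregulated genes, and NAT4 had −3.85 in nat4Δ and −1.55 in CR. With at least 10 units in every column, nat4Δ had 48 upregulated and 7 downregulated genes, 28 upregulated and 0 downregulated genes were shared, and the correlation was 0.25. NAT4 has no value under this filter. At a threshold of 1.5, the counts were 56 and 4 in nat4Δ, 866 and 368 in CR, 828 between NCR and WT, and 37 and 2 shared.

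With the other wild-type culture as control, nat4Δ had 738 upregulated and 997 downregulated genes, CR had 914 downregulated genes and 22 downregulated genes were shared. NAT4 had −2.30 in nat4Δ and −0.049 in CR, PNC1 had 2.14 and 0.70, SIR2 had 0.63 and the correlation was −0.55. The exchange of controls takes the log2 ratio of NCR to WT from one comparison and adds it to the other, which by itself pulls the correlation down and parts the lists, so these shared counts and this correlation do not test the similarity of nat4Δ and CR. Against a background of all genes, 3 GO terms were enriched in nat4Δ.

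With median-of-ratios scaling, added later for GO terms, 3 terms in place of 1 were enriched among the upregulated genes of both comparisons and 6 in place of 1 in the shared list. With trimmed-mean scaling, nat4Δ had 18 downregulated genes, CR had 864 and 995, NAT4 had −1.32 in CR, PNC1 had 1.61 in nat4Δ and 0.91 in CR, and SIR2 had −0.24. With the plain ratio, NAT4 had −10.39 in nat4Δ and −1.64 in CR at each FDR limit, and nat4Δ had 56 downregulated genes at an FDR of 0.001 and 84 at 0.05. With trimmed-mean scaling and an FDR of 0.0001, nat4Δ had 16 downregulated genes, CR had 885 and 1013, NAT4 had −10.19 and −2.16, PNC1 had 1.62 and 0.92, and SIR2 had −0.25. With an unscaled FDR of 0.001 in nat4Δ and a scaled FDR of 0.0001 in CR, nat4Δ had 56 downregulated genes, CR had 885 and 1013, NAT4 had −10.39 and −2.16, PNC1 had 0.92 in CR and 2 GO terms were enriched. With limma at an adjusted p of 0.0001, CR had 287 upregulated genes and 50 and 1 genes were shared. At 0.05, CR had 905 and 983, and 8 downregulated genes were shared. In both, NAT4 had −2.09 and PNC1 0.95 in CR. Across the 4 computations that each left out 1 recovered library, 2 to 5 downregulated genes were shared.

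Among 885 further values, for single genes and GO terms, 541 were the same and 344 moved, 63 of them with a change of sign. Depth limits genes with few reads, among them NAT4 with 23 reads in WT and FBP1 with 2.

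Planned for deposited read counts with replicate columns, and not run because the deposited values were normalized, were the edgeR quasi-likelihood test, the DESeq2 Wald test, all 4 groups in 1 fit, a replicate block, the exact test with an assumed variation, and the other FDR limits of the planned tests. For NCR and CR, whose reads were recovered, limma was used in place of these tests and each recovered library was left out in turn. No paired analysis was possible because nothing pairs the libraries of different conditions.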

Differences from the paper's values

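A gap is called closed where the value lies within 1.5 times the paper's count or P, or, for a log2 change, within the counting error of the gene. A gap so called need not have moved far. For downregulated genes in nat4Δ, the paper's text gives 59 and the legend of Fig EV2 gives 56 as the paper's values, against 37 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (69 genes) closed both gaps. Equal column totals (39 genes) came just within 1.5 times of 56 and not of 59, and moved the count by only 2 genes. The others closed neither gap: median-of-ratios scaling gave 18, no filter 37, at least 10 units 7, a threshold of 1.5 gave 4, and the other control 997. Chosen after seeing the values, the plain ratio gave 46 genes at an FDR of 0.0001, 56 at 0.001, which is the paper's value, and 84 at 0.05, whereas trimmed-mean scaling gave 18 and 16 with an FDR of 0.0001 added, which left the gap open. The plain ratio at an FDR of 0.001 gave 138 upregulated genes, the paper's value, against 130 here.

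For upregulated genes in CR, the paper's value is 914, against 1627 here. Of the alternatives set before the data were examined, median-of-ratios scaling (859), at least 10 units in every column (1125) and a threshold of 1.5 (866) closed the gap, and equal totals (1737), a pseudocount of 0.1 (1744), no filter (1627) and the other control (1909) did not. Closing it too, but chosen after seeing the values, were trimmed-mean scaling (864), the plain ratio at an FDR of 0.0001 (1117) or 0.001 (1294), trimmed-mean scaling with an FDR of 0.0001 (885) and limma at an adjusted p of 0.05 (905). The plain ratio at an FDR of 0.05 (1681) and limma at an adjusted p of 0.0001 (287), also added later, did not close it.

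For downregulated genes in CR, the paper's value is 990, against 602 here. Of the alternatives set before the data were examined, median-of-ratios scaling (999) and the other control (914) closed the gap, and equal totals (576), a pseudocount of 0.1 (636), no filter (602), at least 10 units (520) and a threshold of 1.5 (368) did not. Chosen after seeing the values, trimmed-mean scaling gave 995, the same with an FDR of 0.0001 gave 1013, and limma at an adjusted p of 0.05 gave 983, all of which closed the gap. The plain ratio at FDR limits of 0.0001, 0.001 and 0.05 (622, 634 and 645) and limma at an adjusted p of 0.0001 (428), also added later, did not.

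For the overlap of upregulated genes, the paper's P is 4.2e-13, against 3.3e-27 here. No alternative, whether set before the data were examined or added, closed this gap: they ranged from 7.1e-54 with median-of-ratios scaling to 1.2e-09 with at least 10 units and 1 with the other control. The number of shared genes was the paper's 83 in limma at an adjusted p of 0.05, a setting chosen after seeing the values. For the overlap of downregulated genes, the paper's P is 0.98, against 0.245 here. Of the alternatives set before the data were examined, at least 10 units (1), the other control (1) and the lists of Tables EV1 and EV2 (0.854) closed the gap. Neither value of 1 bears on the gap. With at least 10 units 0 genes were shared, which fixes P, and the exchange of controls by itself parts the lists. Median-of-ratios scaling (0.0613), equal totals (0.481), a pseudocount of 0.1 (0.618), no filter (0.237), a threshold of 1.5 (0.00819) and the background of all genes (0.237) did not. Chosen after seeing the values, the plain ratio gave 0.755, 0.866 and 0.734 at FDR limits of 0.0001, 0.001 and 0.05, limma at 0.0001 gave 0.863, and an unscaled FDR of 0.001 in nat4Δ with a scaled FDR of 0.0001 in CR gave 0.852, a setting that also gave 6 shared downregulated genes, the paper's value. Trimmed-mean scaling (0.0606), the same with an FDR of 0.0001 (0.144) and limma at 0.05 (0.0672), also added later, did not close it.

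For log2 changes in nat4Δ, Table EV1 gives as the paper's values 4.9243 for GPH1, 4.7374 for GSY1, 4.6233 for HXK1 and 4.3012 for GLC3, against 4.38, 4.14, 4.44 and 3.84 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 closed all 4 gaps, with 4.86, 4.66, 4.60 and 4.25. Median-of-ratios scaling closed that of HXK1 (4.64) and left GPH1 at 4.59, GSY1 at 4.34 and GLC3 at 4.05. Equal totals, no filter and the other control closed none of the 4, and these genes have no value with at least 10 units in every column. Chosen after seeing the values, the plain ratio gave the paper's values (4.92, 4.74, 4.62 and 4.30), and trimmed-mean scaling closed the gap of HXK1 (4.64) and left GPH1 at 4.58, GSY1 at 4.34 and GLC3 at 4.04. Trimmed-mean scaling with an FDR of 0.0001, also chosen after seeing the values, exceeded the paper's value by the same amount for all 4 genes (5.13, 4.94, 4.83 and 4.51 for GPH1, GSY1, HXK1 and GLC3), which is within the counting error of GSY1 and GLC3 and outside that of GPH1 and HXK1. For NAT4 the paper's value is −10.3913, against −1.23 here. NAT4 had 0 reads in nat4Δ, so each value depends on the constant added or put in place of 0. Whether its gap closed therefore does not test the size of the decrease. None of the alternatives set before the data were examined closed the gap (−3.85 with a pseudocount of 0.1 and −2.30 with the other control). Chosen after seeing the values, the plain ratio with 0.001 in place of 0 gave −10.39, and trimmed-mean scaling with an FDR of 0.0001 gave −10.19, while trimmed-mean scaling alone left −1.23.

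The paper calls NTH1 and TPS2 commonly upregulated. Here NTH1 had a log2 fold change of 0.63 in nat4Δ, and neither gene is in Table EV3. After trimmed-mean scaling, TPS2 had 0.74 in CR and NTH1 0.52. PNC1, which Table EV3 holds, had 0.91 in CR after that scaling. The headings of Tables EV1 and EV2 state an FDR limit of 0.0001, which 7 genes of Table EV1 (up to 6.6e-04) and 10 genes of Table EV2 (up to 9.9e-04) exceed in the deposited columns. Of the genes in Table EV1, 15 were not called here, among them COS4, OPT2 and SUL1. Of the genes of Table EV3, 76 of the upregulated and 3 of the downregulated ones were called in both comparisons here. The paper ranks response to abiotic stimulus as the most enriched cluster in nat4Δ and in the shared list. That term was not among the direct annotations tested here, so its rank could not be compared. Among the single terms tested, glycogen biosynthetic process had the smallest p in both lists. It was the 1 term enriched among the upregulated genes both of nat4Δ and of CR. The paper states that most clusters were common to both, but its clusters include parent terms and cover upregulated and downregulated genes. After median-of-ratios scaling, chosen for GO terms after seeing the values, 3 terms were enriched among the upregulated genes of both, among them respiratory chain complex II, and the shared list had 6 terms, among them cellular respiration (adjusted p = 0.038).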

Other observations

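Of the tests that follow, those on the FDR values, on the scaling of the CR columns, on the libraries of NCR and on the gene names were chosen after the results had been seen.

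The deposited FDR of nat4Δ and WT was within 1% of that of a Poisson test of 1 library against 1 for 100% of 5576 genes. The values may therefore describe counting error of 1 library against 1, which would leave the spread between cultures out. For NCR and CR, a Poisson test on pooled libraries came within 1% for 0.0404% of 4952 genes, so counting error of pooled libraries was not found there. That FDR ranked 5705 genes much as the adjusted p of limma on 2 against 2 libraries did (Spearman correlation 0.99, across genes). No biological explanation was tested.

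More genes rose than fell in CR (1627 and 602). After trimmed-mean scaling 864 rose and 995 fell. That scaling centers the ratios, which by itself removes such an excess, so the scaling of the columns and a general shift in expression cannot be told apart. Fewer reads on ribosomal protein genes were also tested: 95 such genes took 9.78% of the NCR column and 2.18% of the CR column, and with the columns scaled to equal totals the median log2 fold change was 0.55 when these genes counted toward the totals and 0.44 when they did not. They accounted for a part of the shift, and most of it remained. Whether the total RNA per cell changed was not tested.

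Genes upregulated in nat4Δ were also higher in NCR than in WT, with a median log2 ratio of 0.94 over 123 genes, against 0.07 in 10000 lists matched on expression. The 74 genes with at least 100 reads in WT still lay at percentile 100 of the matched lists (median 0.77 against −0.10), so counting noise at low read numbers was not found to be the cause. The same WT values stand in both ratios, though, and low values of these genes in that single culture cannot be told apart from the pattern. Gene length was not found to be a cause either, with percentile 100 after its trend was taken out (median 1.01 against 0.08). The same genes differed more than matched lists between the 2 NCR libraries, at percentile 100 (median absolute log2 ratio 0.31 against 0.21, 122 genes). They shifted mostly in 1 direction, with a median signed log2 ratio of library 2 to library 1 of 0.27 against 0.02, also at percentile 100. Genes upregulated in CR and not in nat4Δ were also slightly higher in NCR than in WT (percentile 99.08, median 0.09 against 0.03, 1436 genes). A candidate explanation is that these genes vary between cultures of the same condition. The median in the list exceeds the difference between the NCR libraries, so this variation may be a part of the pattern only, and a batch difference between the experiments cannot be told apart from it.

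Gene length had little relation to the log2 fold change in nat4Δ (Spearman correlation −0.0857 over 5392 genes). With an unscaled FDR of 0.001 in nat4Δ and a scaled FDR of 0.0001 in CR, 90 genes were upregulated in both comparisons, and 8 of them are missing from Table EV3. Of these 8, 7 (RGI1 among them) have different names in the columns of the 2 experiments, against 0 of the 83 upregulated genes of the table (Fisher's exact test, p = 9.9e-10). Of all 5404 genes shared by the columns, 254 have different names. Matching by name may therefore have left these 7 genes out.

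Among genes used as references for RT-qPCR, the log2 fold changes in nat4Δ were 0.22 for ACT1, −0.24 for TAF10 and −0.01 for RPP0. In CR they were 0.26, 0.90 and −2.62, and −0.26, 0.40 and −3.14 after trimmed-mean scaling. The paper normalized its RT-qPCR in CR to TAF10 and used RPP0 only in experiments without CR, so the decrease of RPP0 does not bear on its CR values. TAF10 in CR had an adjusted p of 0.104 in limma. HIS3 had 160 RPKM in WT and 126 RPKM in nat4Δ, and 79.0 and 20.1 RPM in NCR and CR. Of the other marker genes of the strain, MET17 had 1.47 and 1.86 RPM in NCR and CR. MET17 had no value in WT and nat4Δ, and LEU2 and URA3 had none in any column.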
